# Increased hepatoprotective effects of the novel farnesoid X receptor agonist INT-787 versus obeticholic acid in a mouse model of nonalcoholic steatohepatitis

**DOI:** 10.1371/journal.pone.0300809

**Published:** 2024-04-25

**Authors:** Luciano Adorini, Kristoffer Rigbolt, Michael Feigh, Jonathan Roth, Mary Erickson

## Abstract

The nuclear farnesoid X receptor (FXR), a master regulator of bile acid and metabolic homeostasis, is a key target for treatment of nonalcoholic steatohepatitis (NASH). This study compared efficacy of FXR agonists obeticholic acid (OCA) and INT-787 by liver histopathology, plasma biomarkers of liver damage, and hepatic gene expression profiles in the Amylin liver NASH (AMLN) diet–induced and biopsy-confirmed Lep^*ob/ob*^ mouse model of NASH. Lep^*ob/ob*^ mice were fed the AMLN diet for 12 weeks before liver biopsy and subsequent treatment with vehicle, OCA, or INT-787 for 8 weeks. Hepatic steatosis, inflammation, and fibrosis (liver lipids, galectin-3, and collagen 1a1 [Col1a1], respectively), as well as plasma alanine transaminase (ALT) and aspartate transaminase (AST) levels, were assessed. Hepatic gene expression was assessed in Lep^*ob/ob*^ mice that were fed the AMLN diet for 14 weeks then treated with vehicle, OCA, or INT-787 for 2 weeks. INT-787, which is equipotent to OCA but more hydrophilic, significantly reduced liver lipids, galectin-3, and Col1a1 compared with vehicle, and to a greater extent than OCA. INT-787 significantly reduced plasma ALT and AST levels, whereas OCA did not. INT-787 modulated a substantially greater number of genes associated with FXR signaling, lipid metabolism, and stellate cell activation relative to OCA in hepatic tissue. These findings demonstrate greater efficacy of INT-787 treatment compared with OCA in improving liver histopathology, decreasing liver enzyme levels, and enhancing gene regulation, suggesting superior clinical potential of INT-787 for the treatment of NASH and other chronic liver diseases.

## Introduction

Nonalcoholic steatohepatitis (NASH) is a progressive form of nonalcoholic fatty liver disease (NAFLD), characterized by hepatic steatosis, hepatocyte injury (ballooning), inflammation, and fibrosis that may lead to cirrhosis and hepatocellular carcinoma [1–3]. In 2020, NASH was estimated to affect up to 6% of the US population, and the number of patients is expected to increase by 63% from 16.5 million cases in 2015 to 27 million in 2030 [3–5]. More than 20% of patients with NASH develop cirrhosis in their lifetime, leading to end-stage liver disease and the need for liver transplant [3,6]. Currently, there are no US Food and Drug Administration–approved pharmacologic therapies for NASH. Available treatments include lifestyle modifications such as diet, exercise, and, in some cases, bariatric surgery [7]. However, lifestyle interventions require sustained weight loss and are usually insufficient for patients with advanced disease and liver fibrosis, highlighting the need for effective pharmacotherapy.

Multiple preclinical and clinical studies support the farnesoid X receptor (FXR) as a promising therapeutic target in NASH [8,9]. FXR, which is highly expressed in the liver and intestine, binds bile acids and plays a vital role in regulating bile acid homeostasis. In addition, FXR regulates lipid and glucose metabolism and inhibits inflammation and fibrosis [8]. Several clinical studies have confirmed that FXR activation leads to reduced inflammation and fibrosis in patients with chronic liver diseases, including primary biliary cholangitis and NASH [10–13]. Based on these positive data, a variety of FXR agonists have been developed for NASH treatment in an attempt to enhance efficacy and reduce side effects using bile acids, steroidal nonbile acids, or nonsteroidal scaffolds [14,15].

The FXR agonists obeticholic acid (OCA) and INT-787 are modified semi-synthetic bile acids derived from the natural FXR agonist chenodeoxycholic acid (CDCA) [16]. OCA is characterized by the insertion of an ethyl group at the C6α position of CDCA, resulting in 100-fold greater potency at FXR (EC_50_ = 0.15 μmol/L) compared with CDCA while also preserving weak potency at the Takeda G protein–coupled receptor 5 (TGR5) receptor (EC_50_ = 15 μmol/L) [16]. INT-787 is a novel OCA derivative hydroxylated at position C11β, resulting in a compound equipotent to OCA at FXR (EC_50_ = 0.14 μmol/L) but with no TGR5 agonistic activity, making INT-787 highly selective for FXR [16]. The additional hydroxyl group also confers differentiated physicochemical properties more similar to hydrophilic bile acids such as ursodeoxycholic acid [16]. Both OCA and INT-787 have been shown previously to be effective in FXR target engagement and to reach the liver and circulating blood [16]. As a bile acid derivative, INT-787 exhibits an enterohepatic profile of exposure similar to endogenous bile acids [16]. In a mouse model of obstructed bile acid flow, FXR activation by INT-787 led to significant reduction of bile acid pool size in both serum and bile, shifted the bile acid pool to a more hydrophilic composition, and prevented damage to the intestinal barrier likely through remodeling of the intestinal microbiome [17].

In 2 clinical trials in patients with NASH, OCA treatment improved fibrosis and prevented progression of NASH. In the phase 2 FLINT trial, significantly more patients in the OCA 25-mg treatment group showed improvements in fibrosis, hepatocellular ballooning, steatosis, and lobular inflammation compared with placebo [12]. In the phase 3 REGENERATE trial, OCA 25 mg significantly improved lobular inflammation, hepatocellular ballooning, and fibrosis in twice as many patients as placebo and prevented progression of fibrotic disease [11,18]. In addition, treatment with OCA reduced alanine transaminase (ALT), aspartate transaminase (AST), gamma-glutamyl transferase, fibrosis-4 score, and FibroTest scores compared with placebo. Patients treated with OCA also exhibited reduced liver stiffness, as assessed by vibration-controlled transient elastography at month 18, compared with those who received placebo [13]. Although multiple FXR agonists have demonstrated histologic improvements in preclinical models of NASH, and OCA has demonstrated antifibrotic activity in a phase 3 study of patients with NASH who had precirrhotic liver fibrosis [11], no data are available about the effects of INT-787 in this regard.

Preclinical studies have demonstrated the clinical translatability of genetically obese (leptin-deficient [Lep^*ob/ob*^]) mice fed a high-fat diet and the utility of this model for investigating pharmacotherapies for NASH [19–24]. High-caloric diets supplemented with fat, carbohydrates (fructose and sucrose), and cholesterol, such as the Amylin liver NASH (AMLN) diet, have previously been used in NASH mouse models [19,22,25,26]. Lep^*ob/ob*^ mice fed the AMLN diet for 12 to 26 weeks display increased levels of plasma cholesterol, ALT, and AST and develop hepatic steatosis and fibrosis typical of NASH, compared with mice fed standard chow [22].

The objective of the present study was to compare the effects of OCA with INT-787 on plasma biomarkers, quantitative histologic disease parameters, and hepatic gene expression profiles in the AMLN diet–induced and biopsy-confirmed mouse model of NASH.

## Materials and methods

### Animals

All animal experiments were conducted in accordance with the internationally accepted principles for the care and use of laboratory animals (license numbers: 2013-15-2934-00784 and 2015-15-0201-00518 issued by the Danish Committee for Animal Research). Male B6.V-Lep^*ob*^/JRj mice (5 weeks old) were obtained from Janvier Labs. Each animal was uniquely identified by an implantable microchip (Pet ID Microchip, E-vet). Mice were fed the AMLN diet, which has been previously described (40% fat [18% trans fat], 20% fructose, and 2% cholesterol) [19,21,22], for 14 or 15 weeks prior to treatment start and during treatment.

### Baseline liver biopsy

Liver biopsy for baseline quantification of fibrosis was performed at pretreatment week −3 (11–12 weeks after initiation of the AMLN diet). Mice were anesthetized using inhaled isoflurane (2%–3%). A small abdominal incision was made in the midline to expose the left lateral lobe of the liver. A cone shaped wedge of liver tissue (~50 mg) was excised from the distal portion of the lobe and fixated in 10% neutral buffered formalin (4% formaldehyde) for histology. The cut surface of the liver was instantly electrocoagulated using bipolar coagulation (ERBE VIO 100 electrosurgical unit). The liver was returned to the abdominal cavity, the abdominal wall sutured, and the skin closed with staples. For postoperative recovery, mice received 5 mg/kg subcutaneous carprofen on the day of the operation and postoperative days 1 and 2.

### Drug treatment

For disease progression analysis, a stratified randomization was used to assign animals into treatment groups (n = 12 per group) based on mean fibrosis as assessed by liver Col1a1 at pretreatment liver biopsy (Fig 1). After 15 weeks on the AMLN diet, treatments were administered orally once daily for 8 weeks with vehicle (0.5% carboxymethylcellulose), OCA (45/30 or 60/30 mg/kg), or INT-787 (10, 30, 60, or 120 mg/kg). In the OCA 45/30-mg/kg and OCA 60/30-mg/kg groups, mice were treated with OCA 45 mg/kg or 60 mg/kg, respectively, for 1 week followed by 30 mg/kg for 7 weeks to avoid potential toxicity.

**Fig 1:**
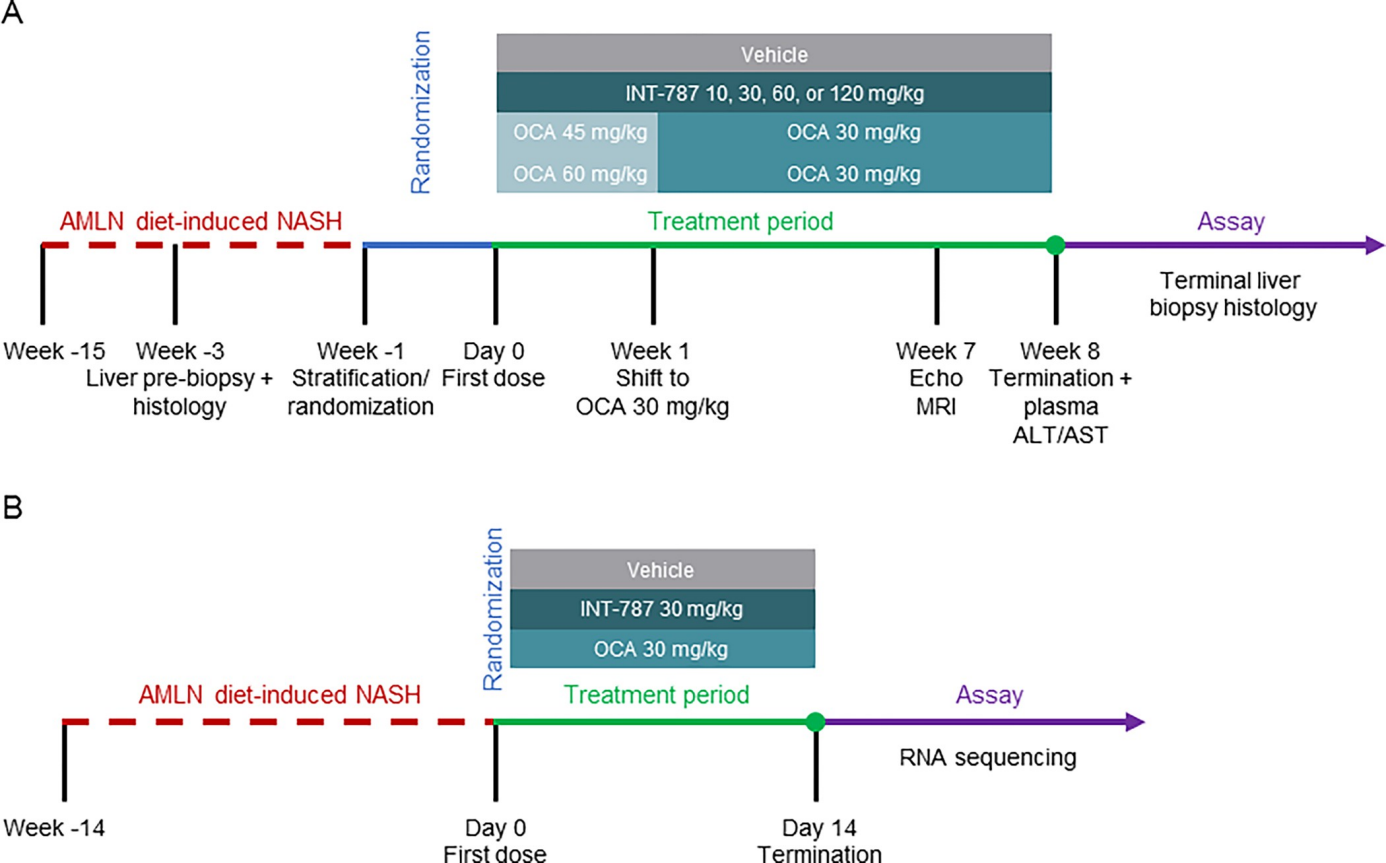
Experimental design for disease progression analysis (A) and mRNA sequencing (B). ALT indicates alanine transaminase; AMLN, Amylin liver NASH; AST, aspartate transaminase; MRI, magnetic resonance imaging; NASH, nonalcoholic steatohepatitis; OCA, obeticholic acid; RNA, ribonucleic acid.

The disease progression study was conducted to understand the differences between the 2 drugs (OCA and INT-787) on biochemical and histologic endpoints. Once differential effects were found, a second study was conducted to characterize mechanisms of action of the drugs at the gene expression level. For gene expression analysis, stratified randomization into treatment groups (n = 10 per group) was based on body weight. After 14 weeks on the AMLN diet, treatments were administered orally once daily for 2 weeks with vehicle, OCA (30 mg/kg), or INT-787 (30 mg/kg). Pilot experiments demonstrated that treatment for 2 weeks was sufficient to elicit gene expression changes before histologic changes were observed; thus, this timeframe was selected for drug comparison in the second study. The dose chosen for the gene expression experiment was the optimal dose of 30 mg/kg/d for OCA as previously published [21]. A matched dose of INT-787 (30 mg/kg/d) was used for comparison.

### Histopathology assessment

In a few mice, severe liver disease progression was observed, resulting in mortality or necessitating euthanasia (cardiac puncture under isoflurane anesthesia). There was an equal distribution of preterminated and dead animals in each treatment group (INT-787 and OCA) for each dose and in the vehicle group, suggesting that this was not related to drug treatment. For animals that survived through end of study, tissue from the left lateral lobe of the liver (100–200 g) was collected and fixated for histology. One tissue section from the liver biopsy sample for each histologic parameter was used for quantification. Quantitative histologic measures, including liver lipids (steatosis), inflammation biomarker galectin-3, and fibrosis biomarker Col1a1, were assessed at pretreatment and after the 8-week treatment period. Slides with paraffin-embedded sections were deparaffinized in xylene and rehydrated in a series of graded ethanol. For hematoxylin and eosin (H&E) staining, slides were incubated in Mayer’s Hematoxylin (Dako), washed in tap water, stained in Eosin Y solution (Sigma-Aldrich), hydrated, mounted with Pertex, and allowed to dry before scanning. Steatosis detected on H&E-stained slides and immunohistochemistry (IHC)–positive staining were quantified by image analysis using the Visiomorph software (Visiopharm). Quantitative estimates of steatosis and IHC-positive staining (described in more detail below) were calculated as area fractions. Galectin-3 (Biolegend, Cat. 125402) and Col1a1 (Southern Biotech, Cat. 1310–01) IHC staining were performed using standard procedures. Briefly, after antigen retrieval and blocking of endogenous peroxidase activity, slides were incubated with primary antibody. For Col1a1 staining, the primary antibody was detected using biotinylated secondary antibody and amplified using a vectastain-tyramide signal amplification-vectastain method, a polymeric horseradish peroxidase (HRP)–Iinker antibody conjugate. For galectin-3 staining, the primary antibody was detected using a linker secondary antibody followed by amplification using a polymeric HRP-Iinker antibody conjugate. For both assessments, the primary antibody was visualized with 3,3’-diaminobenzidine as chromogen. Sections were counterstained in hematoxylin and mounted with coverslips.

### Liver enzyme analysis

After the 8-week treatment, terminal blood samples were assayed for plasma concentrations of ALT and AST, which were measured using commercial kits (Roche Diagnostics) on the Cobas C-501 autoanalyzer according to the manufacturer’s instructions.

### mRNA sequencing

After the 2-week treatment, animals were sacrificed for mRNA sequencing from terminal liver samples (Fig 1). RNA was quantified using Qubit (Thermo Fisher Scientific). The RNA quality was determined using a bioanalyzer with RNA 6000 Nano kit (Agilent). RNA sequence libraries were prepared with NeoPrep (Illumina) using Illumina TruSeq stranded mRNA Library kit for NeoPrep and sequenced on the NextSeq 500 (Illumina) with NSQ 500 hi-Output KT v2 (75 CYS, Illumina). Reads were aligned to the Genome Reference Consortium Mouse Build 38 (GRCm38) version 89 Ensembl *Mus musculus* genome using Spliced Transcripts Alignment to a Reference (STAR) version 2.5.2a with default parameters [27]. Differential gene expression analysis was carried out using DESeq2 in R programming [28].

### Statistical analysis

Plasma levels of ALT and AST and the percentage of fractional area for liver lipids, galectin-3, and Col1a1 were summarized via descriptive statistics. Differences between OCA or INT-787 treatment groups with vehicle were assessed via 1-way analysis of variance (ANOVA) with Dunnett post hoc tests at the 0.05 significance level. Comparisons between OCA and INT-787 groups were assessed by 1-way ANOVA and Bonferroni’s post hoc test at the significance level of 0.05. Regulated genes with a Benjamini-Hochberg adjusted *p* ≤ 0.05 (5% false discovery rate) were regarded as statistically significant. The Reactome pathway database was used for gene annotation in gene set analysis using the R package PIANO version 1.18.1, with the Stouffer method and Benjamini-Hochberg adjusted *p* values (false discovery rate < 0.01).

## Results

### Effects of INT-787 and OCA on histologic and biochemical NASH progression

After 8 weeks of treatment, both OCA and INT-787 significantly reduced liver steatosis at all doses tested compared with vehicle in mice fed the AMLN diet for 15 weeks (Figs 2 and 3). INT-787 30 to 120 mg/kg reduced liver lipids (steatosis) more than both OCA treatment groups. A 74% reduction in steatosis was observed after INT-787 30-mg/kg treatment, whereas steatosis was decreased by 61% in both OCA treatment groups compared with vehicle. No significant differences in steatosis were observed between any doses of INT-787 and either dose of OCA. Terminal liver weight (grams) was significantly reduced by 26% and 27% after OCA 45/30-mg/kg and 60/30-mg/kg treatment (both doses, *p* < 0.001), respectively, compared with vehicle. INT-787 10 mg/kg, 30 mg/kg, and 60 mg/kg also significantly reduced terminal liver weight by 24% (*p* < 0.01), 27% (*p* < 0.001), and 23% (*p* < 0.01), respectively, whereas no significant differences in terminal weight were observed between INT-787 120 mg/kg and vehicle.

**Fig 2:**
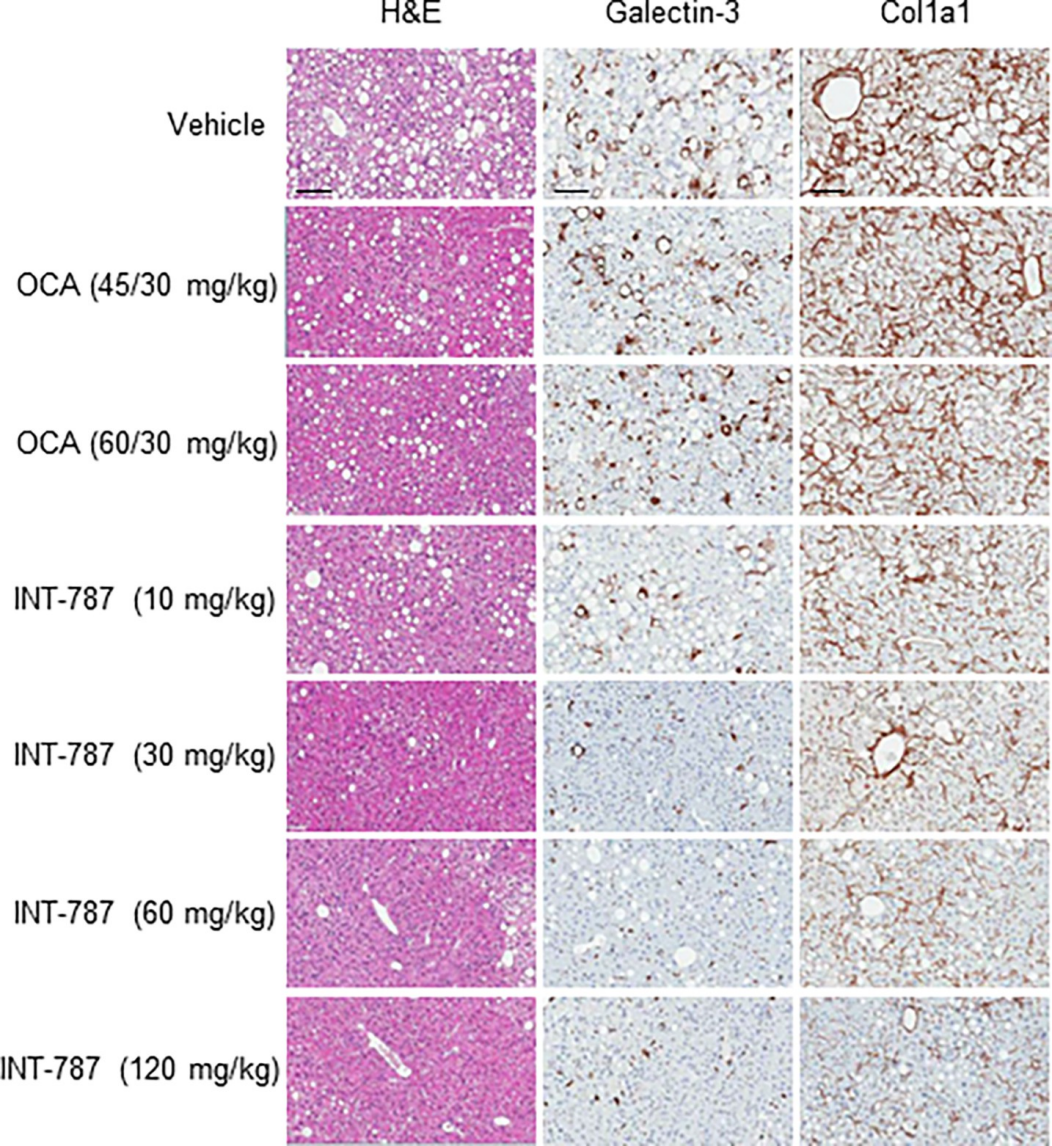
Representative images of liver histopathologic assessments of steatosis (H&E staining), inflammation (galectin-3 staining), and fibrosis (Col1a1 staining). Col1a1 indicates collagen type 1 alpha 1 chain; H&E, hematoxylin and eosin; OCA, obeticholic acid. Stains are magnified 20×, scale bar = 100 μm.

**Fig 3:**
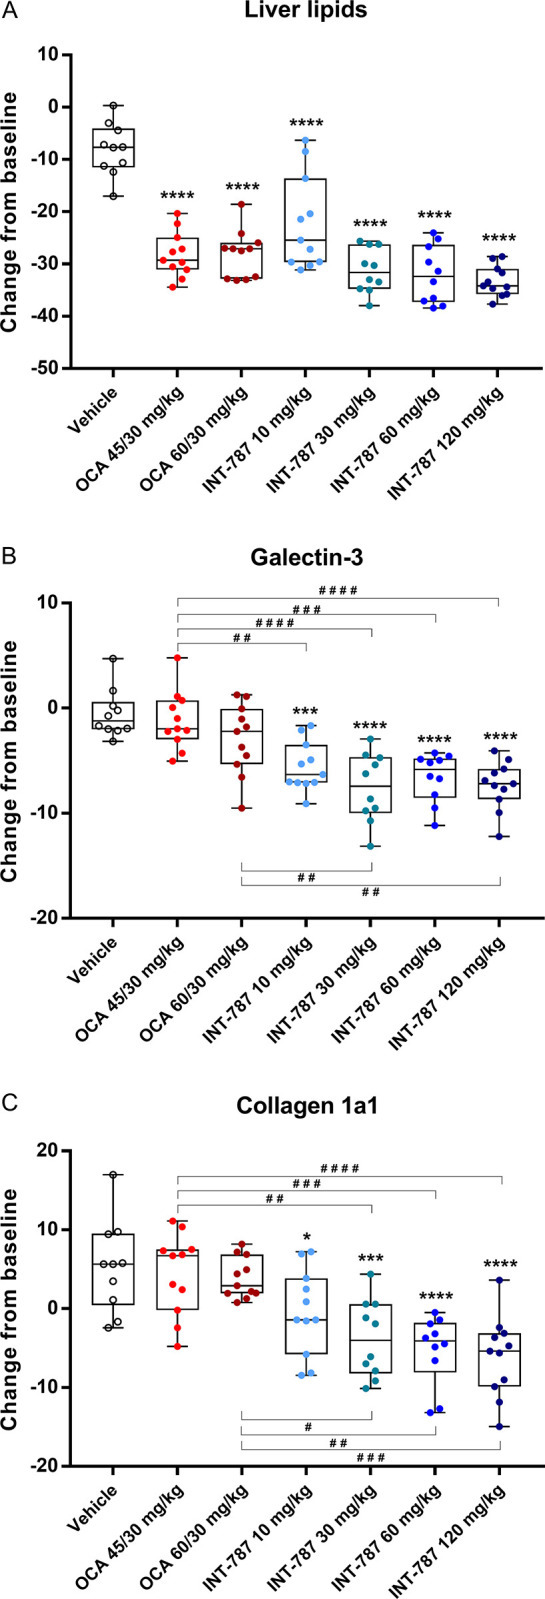
Levels of histopathology markers quantified by percentage fractional area for steatosis (A), inflammation (B), and fibrosis (C). Data are percentage of fractional area change from baseline with minimum, maximum, and median values and interquartile range (Q1 and Q3). *p < 0.05, ***p < 0.001, ****p < 0.0001 compared with vehicle by 1-way analysis of variance with Dunnett post hoc test. ^#^*p* < 0.05, ^##^*p* < 0.01, ^###^*p* < 0.001, ^####^*p* < 0.0001 by 1-way analysis of variance with Bonferroni post hoc test. Col1a1 indicates collagen type 1 alpha 1 chain; OCA indicates obeticholic acid. Vehicle, n = 10; OCA 45/30 mg/kg, n = 11; OCA 60/30 mg/kg, n = 11; INT-787 10 mg/kg, n = 11; INT-787 30 mg/kg, n = 10; INT-787 60 mg/kg, n = 10; INT-787 120 mg/kg, n = 11.

All doses of INT-787 significantly reduced inflammation marker galectin-3 compared with vehicle, whereas no significant differences were observed between OCA treatment and vehicle (Figs 2 and 3). Significant decreases in galectin-3 were observed with all doses of INT-787 compared with OCA 45/30 mg/kg. Galectin-3 significantly decreased with INT-787 30 mg/kg and 120 mg/kg compared with OCA 60/30 mg/kg. Notably, a 64% reduction in galectin-3 was observed after INT-787 30-mg/kg treatment, whereas a comparable dose of OCA did not significantly reduce galectin-3 compared with vehicle.

INT-787 treatment induced significant dose-dependent reductions of liver Col1a1, a major contributor to hepatic fibrosis (Figs 2 and 3) [20]. A 44% reduction in Col1a1 was observed after INT-787 30-mg/kg treatment, whereas a comparable dose of OCA was ineffective compared with vehicle. INT-787 30 to 120 mg/kg significantly reduced Col1a1 compared with OCA 45/30 and 60/30 mg/kg.

In addition, INT-787 significantly reduced plasma ALT levels (at all doses) and AST levels (at 30–120 mg/kg) compared with vehicle, whereas no significant differences were observed between OCA treatment and vehicle (Fig 4). Improvements in plasma liver enzyme levels were similar with the 3 highest doses of INT-787 (30, 60, and 120 mg/kg). All doses of INT-787 significantly reduced plasma ALT levels compared with OCA 45/30 mg/kg and 60/30 mg/kg. Significant decreases in plasma AST levels were observed with each INT-787 dose compared with OCA 45/30 mg/kg and 60 mg/kg.

**Fig 4:**
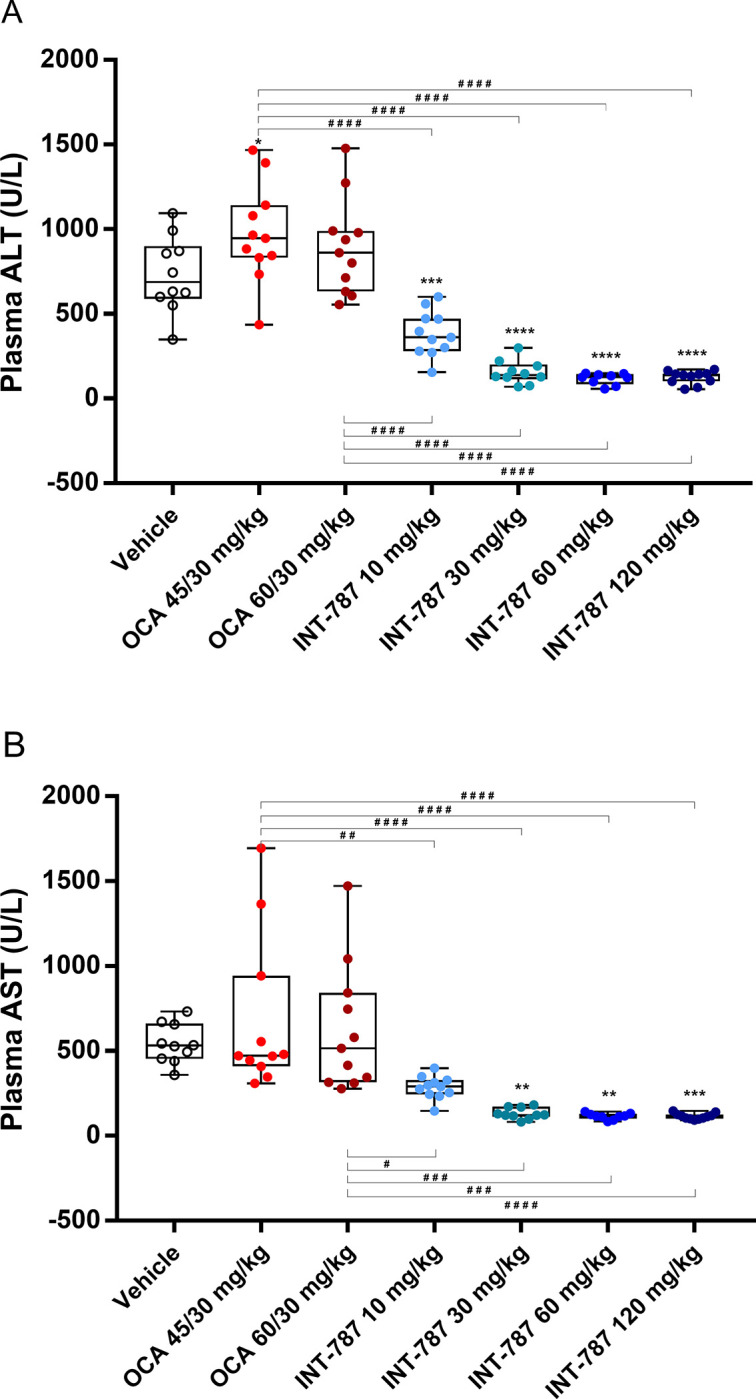
Levels of the plasma liver enzymes ALT (A) and AST (B) at termination. Data are individual plasma ALT and AST (U/L) values; minimum, maximum, and median values; and interquartile range (Q1 and Q3). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 compared with vehicle by 1-way analysis of variance with Dunnett post hoc test. ^#^*p* < 0.05, ^##^*p* < 0.01, ^###^*p* < 0.001, ^####^*p* < 0.0001 by 1-way analysis of variance with Bonferroni post hoc test. ALT indicates alanine transaminase; AST, aspartate transaminase; OCA, obeticholic acid. Vehicle, n = 10; OCA 45/30 mg/kg, n = 11; OCA 60/30 mg/kg, n = 11; INT-787 10 mg/kg, n = 11; INT-787 30 mg/kg, n = 10; INT-787 60 mg/kg, n = 9; INT-787 120 mg/kg, n = 11 for animals with plasma ALT and AST measurements at termination.

No significant differences in body weight were observed after OCA and INT-787 treatment compared with vehicle (Figs 5 and S1), and no significant differences in lean tissue mass were observed after treatment by any dose of either drug compared with vehicle. There were no significant differences in lean tissue mass observed between any INT-787 doses and either OCA dose. Similarly, no significant differences in fat tissue mass were observed after treatment with any dose of either drug compared with vehicle. Significant differences in fat tissue mass were only observed between OCA 45/30 mg/kg and INT-787 60 mg/kg (*p* < 0.05), and no significant differences were observed with any other OCA and INT-787 dose comparisons.

**Fig 5:**
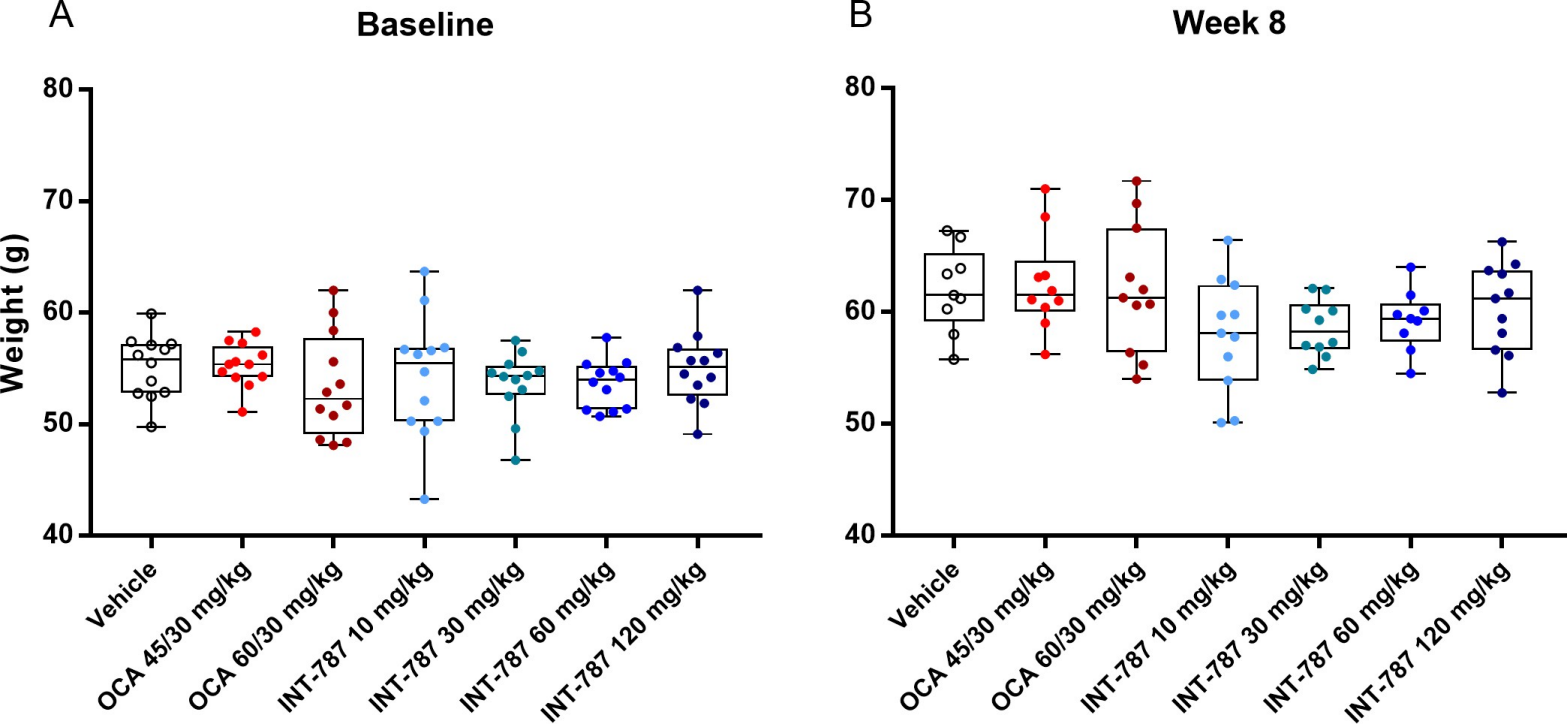
Body weight (g) at baseline (A) and end of study (week 8) (B). Data are individual body weights; minimum, maximum, and median values; and interquartile range (Q1 and Q3). OCA indicates obeticholic acid. Vehicle, n = 9; OCA 45/30 mg/kg, n = 10; OCA 60/30 mg/kg, n = 11; INT-787 10 mg/kg, n = 11; INT-787 30 mg/kg, n = 10; INT-787 60 mg/kg, n = 9; INT-787 120 mg/kg, n = 11 for animals with body weight measurements at day 57.

### Effects of INT-787 and OCA on hepatic gene expression in a biopsy-proven NASH model

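Hepatic gene expression was measured in male Lep ob/ob mice, which lack the hormone leptin and become obese. The mice were fed the AMLN diet, rich in fat, fructose, and cholesterol, for 14 weeks and were then treated orally once daily for 2 weeks with vehicle, OCA 30 mg/kg, or INT-787 30 mg/kg. Both drugs are modified bile acids that activate FXR, a nuclear receptor for bile acids. Messenger RNA from the liver of 28 mice was sequenced, from 10 treated with vehicle, 9 with OCA, and 9 with INT-787. These are the numbers in the legends of Figs 6 to 8, whereas the methods give 10 per group at randomization. The authors prepared stranded libraries, aligned the reads to the mouse genome build GRCm38 with STAR, and deposited the number of reads counted on each gene without normalization. The paper's text does not name the program that counted the reads or whether it used the strand. The table held 21935 genes, of which 4615 had 0 counts in every mouse. Total counts per mouse ranged from 1009593 to 18342272 with vehicle (median 12901575), from 10990531 to 22421506 with OCA (median 16017276), and from 12513715 to 22128216 with INT-787 (median 14777433). The lowest total belonged to vehicle replicate 6, and the next lowest vehicle mouse had 9313260 counts. Within each group no 2 libraries appeared to be the same, since the smallest chi-square per gene between 2 mice of a group was 3.0, and pairs of mice from different groups were not compared. Y-linked genes were detected in 28 of 28 mice, with *Ddx3y* from 23.6 to 79.3, *Eif2s3y* from 27.6 to 49.9, *Kdm5d* from 4.80 to 13.0, and *Uty* from 4.57 to 18.1 CPM, counts scaled by the library total.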

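Counts were normalized with edgeR's TMM method. After genes with low counts were removed, the remaining 12580 genes were tested in a single model of the 3 groups with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes, and a gene was called changed at an adjusted p of at most 0.05. Values for a gene are CPM as mean ± SD over the 10 vehicle, 9 OCA, and 9 INT-787 mice, with log2 fold changes from the model. In 27 mice the library kept the strand of each read, with 0.00593 to 0.0118 counts on a gene for each count expected from an expressed gene overlapping it on the opposite strand. In vehicle replicate 5 this ratio was 0.708, so genes that overlap another gene on the opposite strand were counted too high in that mouse.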

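INT-787 changed 2469 genes against vehicle, of which 1277 rose and 1192 fell. OCA changed 830 genes, of which 522 rose and 308 fell. In the direct comparison of the drugs, 677 genes differed, with 276 higher and 401 lower with INT-787 than with OCA. At an unadjusted p under 0.05 the corresponding numbers were 4065, 2332, and 2378 genes. The changes were mostly below 2-fold, with a median absolute log2 fold change of 0.56 among the genes changed by INT-787, 0.55 among those changed by OCA, and 0.63 among those that differed between the drugs. Requiring an absolute log2 fold change of at least 1 moved the counts most, to 363 genes with INT-787, 154 with OCA, and 134 between the drugs. Upper-quartile normalization kept the counts near these values but moved the direction of the calls, so that 37.5% of the 2557 genes changed by INT-787 rose in place of 51.7%, and 52.3% of the 780 genes changed by OCA in place of 62.9%. Between the drugs, 32.2% of 708 genes were then higher with INT-787 in place of 40.8%. Without vehicle replicate 5, INT-787 changed 2288 genes and OCA 759, and 724 differed between the drugs. The number that differed between the drugs fell to 443 without OCA replicate 8.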

After 2 weeks of treatment, INT-787 30 mg/kg significantly modulated 2063 differentially expressed genes compared with 728 genes modulated by OCA 30 mg/kg in hepatic tissue of mice with biopsy-proven NASH. 

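Figure 6 labels 15 genes of FXR signaling, and all 15 were among the genes tested. INT-787 changed 13 of them, of which 9 rose and 4 fell, and 15 when p was adjusted over the list alone. OCA changed 8, of which 5 rose and 3 fell, and 9 when adjusted over the list alone. Between the drugs 1 gene differed, *Fasn*, and 4 did when adjusted over the list alone. Most labels mark genes that passed the paper's threshold in these samples, so the counts adjusted over the list alone are not independent evidence. With an absolute log2 fold change of at least 1 required, the counts were 6 with INT-787 and 7 with OCA. Both drugs changed *Slc51b*, *Slc22a7*, *Slc2a4*, *Nr0b2*, *Vldlr*, *Cyp7a1*, and *Cyp8b1*. *Slc51b*, which encodes a bile acid exporter subunit, had log2 fold changes of 2.68 with OCA and 3.31 with INT-787. Its exons overlap exons of the opposite strand over 91 bp. The direct difference of 0.63 had an adjusted p of 0.052 and fell under the threshold with DESeq2 (0.034), limma-voom, and several other alternatives, and in 7 fits that each left out 1 mouse, in a range of 0.0019 to 0.071 over the alternatives. The transporter gene *Slc22a7* rose by 2.02 with OCA and 2.33 with INT-787 on the log2 scale, and *Slc2a4* by 1.38 and 1.36. *Vldlr* fell with OCA (-1.06) and INT-787 (-0.92), as did *Cyp8b1* (-4.11 and -4.28). The change of *Cyp8b1* with INT-787 was -6.22 without INT-787 replicate 4. OCA alone passed the threshold for *Srebf1*, at 0.43 (adjusted p = 0.017) against 0.29 (adjusted p = 0.077) with INT-787, and the direct difference was -0.15 (adjusted p = 0.57). DESeq2 fitted to 2 groups at a time also called *Srebf1* with INT-787 (adjusted p = 0.045, range over the alternatives 0.045 to 0.18), as did the fits without INT-787 replicate 1, INT-787 replicate 8, or vehicle replicate 6. *Srebf1* exons overlap opposite-strand exons over 109 bp.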

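*Fasn* (ENSMUSG00000025153), which encodes fatty acid synthase, lies on chromosome 11 from 120805846 to 120824547 in GRCm38. Its expression was 1290.4 ± 268 CPM with vehicle, 1287 ± 437 with OCA, and 2126 ± 835 with INT-787. The log2 fold change was 0.72 (standard error 0.20, adjusted p = 0.010) with INT-787 and -0.0043 (standard error 0.20, adjusted p = 0.998) with OCA from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The drugs differed by 0.72 (standard error 0.21, adjusted p = 0.033), but the difference was no longer past the threshold when only the 2 groups compared were fitted (adjusted p = 0.070, range over the alternatives 0.0097 to 0.070). Nor was it past the threshold in 7 of the 28 fits that each left out 1 mouse, with 0.63 (adjusted p = 0.077) without INT-787 replicate 1. *Ugt2b1* (ENSMUSG00000035836) encodes a glucuronosyltransferase of a family of similar genes whose reads the counting could split, and lies on chromosome 5 from 86916638 to 86926530. It had 189.8 ± 43.7 CPM with vehicle, 151 ± 48.0 with OCA, and 139 ± 35.2 with INT-787. The change with INT-787 was -0.46 (standard error 0.18, adjusted p = 0.066) and that with OCA -0.33 (standard error 0.18, adjusted p = 0.32). The call with INT-787 depended on the processing. It passed the threshold with upper-quartile normalization, a minimum of 10 counts in every mouse, 2 groups per fit, DESeq2 with 2 groups per fit, and counts thinned at random to the smallest library total, and adjusted p ranged from 0.015 to 0.089 over the alternatives. It also passed without INT-787 replicate 3 or without OCA replicate 8. *G6pc* (ENSMUSG00000078650), the catalytic subunit of glucose-6-phosphatase, lies on chromosome 11 from 101367561 to 101377903. Expression was 109 ± 39.0 CPM with vehicle, 75.0 ± 25.7 with OCA, and 56.0 ± 30.8 with INT-787, a change of -0.97 (standard error 0.25, adjusted p = 0.0064) with INT-787 and -0.55 (standard error 0.25, adjusted p = 0.23) with OCA. The direct difference for *G6pc* was -0.42 (adjusted p = 0.40). *Abcb4* rose by 0.37 (adjusted p = 0.0071) with INT-787 on the log2 scale, *Slc27a5* by 0.61 (adjusted p = 0.00029), *Apoa5* by 0.49 (adjusted p = 0.0056), and *Pck1* by 0.95 (adjusted p = 0.0026). OCA passed the threshold for 0 of these 4 genes, of which 2 had an unadjusted p under 0.05 with OCA.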

Compared with vehicle, INT-787 significantly modulated the expression of a greater number of FXR signaling–related genes associated with lipid transport into bile (*Abcb4)*, bile acid glucuronidation (*Ugt2b1*) and reconjugation (*Slc27a5*), triglyceride synthesis (*Fasn*), circulatory lipid transport (*Apoa5*), glucose homeostasis (*Pck1*), and glucose synthesis (*G6pc*) than OCA (Fig 6). 

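Figure 7 labels 12 genes of lipid metabolism, some of which are also in Fig 6. INT-787 changed 9 of the 12, with 6 higher and 3 lower than with vehicle, and 12 when p was adjusted over the list alone. OCA changed 5, with 2 higher and 3 lower, and 9 when adjusted over the list alone. These labels too were chosen on the same samples. *Fasn* and *Sqle* differed between the drugs, and the count of 2 was unchanged when adjusted over the list alone. Counting only absolute log2 fold changes of at least 1 left 3 genes with each drug and 1 between the drugs. *Srebf2* (ENSMUSG00000022463), which encodes a transcription factor of cholesterol synthesis, lies on chromosome 15 from 82147181 to 82205379 in GRCm38. It had 52.6 ± 7.36 CPM with vehicle, 60.7 ± 8.05 with OCA, and 68.8 ± 14.5 with INT-787, a log2 fold change of 0.40 (standard error 0.11, adjusted p = 0.0084) with INT-787 and 0.22 (standard error 0.11, adjusted p = 0.28) with OCA by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The drugs did not differ past the threshold (0.18, adjusted p = 0.40).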

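*Lrp1* (ENSMUSG00000040249), which encodes an endocytic receptor for lipoproteins, lies on chromosome 10 from 127538161 to 127621148 in GRCm38. It had 825 ± 251 CPM with vehicle, 1138 ± 289.8 with OCA, and 1151 ± 258 with INT-787. The log2 fold change was 0.48 (standard error 0.18, adjusted p = 0.051) with INT-787 and 0.47 (standard error 0.18, adjusted p = 0.12) with OCA from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so neither passed the threshold. DESeq2 in its 3 forms (default, shrunken fold changes, and 2 groups per fit), limma-voom, a model term for the sample number set (the groups of neighbouring sample numbers in the labels), and 1 surrogate variable estimated from the counts each called *Lrp1* with INT-787, with adjusted p from 0.00082 to 0.086 over the alternatives, and so did 8 fits without 1 mouse. The sample number set and the surrogate variable also called it with OCA (range 0.00041 to 0.19). *Sqle* (ENSMUSG00000022351), squalene epoxidase, lies on chromosome 15 from 59315077 to 59331192. Expression was 8.83 ± 2.74 CPM with vehicle, 7.46 ± 3.30 with OCA, and 16.7 ± 11.9 with INT-787. INT-787 changed it by 0.97 (standard error 0.30, adjusted p = 0.019), OCA by -0.20 (standard error 0.30, adjusted p = 0.81), and the direct difference was 1.17 (standard error 0.30, adjusted p = 0.018). The rise with INT-787 rested on single mice, at 0.67 (adjusted p = 0.079) without INT-787 replicate 8 and 0.81 (0.053) without INT-787 replicate 1. It was not past the threshold with limma-voom or thinned counts either (range 0.018 to 0.19). Without INT-787 replicate 8 the direct difference was 0.87 (adjusted p = 0.057), and with thinned counts it was 0.78 (adjusted p = 0.22, range 0.0092 to 0.22). *Scarb1* rose with OCA (1.09, adjusted p = 1.6e-10) and INT-787 (1.25, adjusted p = 2.0e-12), with a direct difference of 0.16 (adjusted p = 0.35). *Cd36* fell with OCA (-0.46, adjusted p = 0.0070) but not past the threshold with INT-787 (-0.24, adjusted p = 0.13), and the drugs did not differ (0.22, adjusted p = 0.29). Upper-quartile normalization called *Cd36* with INT-787 (adjusted p = 0.040, range 0.040 to 0.18), and so did the fit without INT-787 replicate 4.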

A greater number of genes associated with regulation of triglyceride synthesis (*Fasn*, *Scd1*), cholesterol uptake (*Ldlr*, *Lrp1*), and cholesterol synthesis (*Srebf2*, *Hmgcr*, *Sqle*) were significantly modulated by INT-787 than by OCA (Fig 7). INT-787 also significantly downregulated the expression of a greater number of fibrosis-related genes than OCA, including those associated with myofibroblast motility (*Acta2*) and proliferation (*Tgfβ1*), fibrogenesis (*Col1a1*, *Col1a2*, *Col3a1*, *Col5a1*, *Col5a2*, *Col6a1*, *Col6a2*, *Col6a3*), and extracellular matrix (ECM) turnover (*Timp1*, *Mmp13*) (Fig 8).

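Figure 8 labels 14 genes of stellate cell activation, the change of the liver's vitamin A-storing cells into collagen-producing myofibroblasts. INT-787 changed 12 of them, of which 11 fell and *Col5a3* rose, and 14 when p was adjusted over the list alone. OCA changed *Mmp13* only, also when adjusted over the list alone, and 3 genes had an unadjusted p under 0.05. In the direct comparison 11 genes were lower with INT-787 than with OCA, and 13 genes differed when adjusted over the list alone. As in the other figures the labelled genes were chosen on these samples. Requiring an absolute log2 fold change of at least 1 left 7 genes with INT-787, 0 with OCA, and 7 between the drugs. *Col3a1* (ENSMUSG00000026043) encodes a fibrillar collagen and lies on chromosome 1 from 45311538 to 45349706 in GRCm38. It had 403 ± 144 CPM with vehicle, 437 ± 181 with OCA, and 166 ± 57.0 with INT-787. The log2 fold change with INT-787 was -1.28 (standard error 0.22, adjusted p = 5.1e-05) against vehicle and -1.40 (standard error 0.22, adjusted p = 0.00013) against OCA by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Col5a2* (ENSMUSG00000026042), on chromosome 1 from 45374321 to 45503282, fell from 25.8 ± 8.75 CPM with vehicle to 10.5 ± 3.81 with INT-787, and was 27.7 ± 12.0 with OCA. Its changes were -1.29 (standard error 0.22, adjusted p = 6.1e-05) against vehicle and -1.40 (standard error 0.22, adjusted p = 0.00015) against OCA. *Col5a1* (ENSMUSG00000026837), on chromosome 2 from 27886425 to 28039514, had 47.7 ± 14.9 CPM with vehicle, 49.4 ± 13.0 with OCA, and 25.0 ± 9.47 with INT-787, a change of -0.91 (standard error 0.19, adjusted p = 0.00088) against vehicle and -0.98 (standard error 0.19, adjusted p = 0.0022) against OCA. *Mmp13* (ENSMUSG00000050578), a collagenase gene on chromosome 9 from 7272514 to 7283331, was expressed at a low level, with 2.89 ± 0.857 CPM with vehicle, 1.85 ± 0.538 with OCA, and 1.09 ± 0.383 with INT-787. It fell with INT-787 (-1.45, standard error 0.21, adjusted p = 3.8e-06) and with OCA (-0.70, standard error 0.20, adjusted p = 0.026). The call with OCA was lost in 4 of the fits that each left out 1 mouse, with -0.61 (adjusted p = 0.062) without vehicle replicate 1. The direct difference in *Mmp13* was -0.75 (adjusted p = 0.031) and was lost in 9 such fits, with 2 groups per fit, and with the sample number set (range over the alternatives 0.024 to 0.073).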

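The collagen VI genes fell less. *Col6a1* changed by -0.64 (adjusted p = 0.044) with INT-787, *Col6a2* by -0.69 (adjusted p = 0.067), and *Col6a3* by -0.82 (adjusted p = 0.016), and against OCA by -0.89 (adjusted p = 0.018), -0.97 (adjusted p = 0.029), and -1.07 (adjusted p = 0.0089). *Col6a1* (ENSMUSG00000001119) lies on chromosome 10 from 76708792 to 76726168 with 76.6 ± 18.9 CPM in vehicle mice, *Col6a2* (ENSMUSG00000020241) on chromosome 10 from 76595762 to 76623630 with 62.6 ± 21.2, and *Col6a3* (ENSMUSG00000048126) on chromosome 1 from 90765923 to 90843971 with 111 ± 34.4. Leaving out 1 mouse removed the *Col6a1* call with INT-787 in 13 of 28 fits, for instance at -0.54 (adjusted p = 0.084) without INT-787 replicate 8. So did no filter and robust estimation (range 0.0064 to 0.066). Without OCA replicate 8, *Col6a1* differed between the drugs by -0.62 (adjusted p = 0.068) and *Col6a2* by -0.66 (0.13), and 2 groups per fit removed the *Col6a2* difference too (range 0.023 to 0.056), as did leaving out OCA replicate 1 or INT-787 replicate 3, 5, 8, or 9. *Col6a2* passed the threshold with INT-787 under upper-quartile normalization, DESeq2 with 2 groups per fit, limma-voom, 2 groups per fit, the sample number set, and thinned counts (range 0.036 to 0.092). It also passed without INT-787 replicate 1, vehicle replicate 3, or OCA replicate 8. *Mcam* had -0.43 (adjusted p = 0.056) with INT-787 and -0.43 (adjusted p = 0.11) with OCA. It was called with INT-787 by DESeq2's size factors, upper-quartile normalization, a minimum of 10 counts in every mouse, DESeq2 in its 3 forms, the sample number set, and the surrogate variable (range 0.026 to 0.073), and in 6 fits without 1 mouse. *Col5a3* rose by 0.78 (adjusted p = 0.0029) with INT-787 and 0.39 (adjusted p = 0.26) with OCA, with a direct difference of 0.39 (adjusted p = 0.24). The sample number set called its rise with OCA (adjusted p = 0.045, range 0.045 to 0.43). The plot of CPM by treatment shows 6 of the 14 genes in every mouse.

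**Figure D1:**
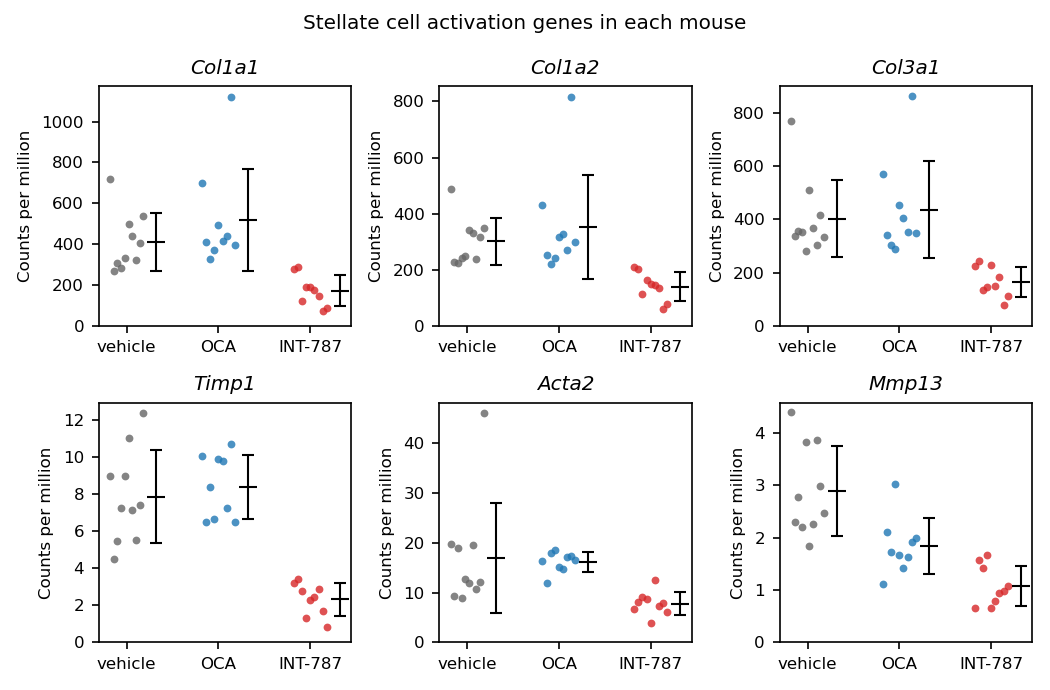
CPM of *Col1a1*, *Col1a2*, *Col3a1*, *Timp1*, *Acta2*, and *Mmp13* (y axis) in each vehicle, OCA, and INT-787 mouse (x axis). Points are mice, with n = 10, 9, and 9, and lines are the mean ± SD; for *Col3a1* the INT-787 mice lie between 76.8 and 243 and the OCA mice between 289.5 and 861.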

**Fig 6:**
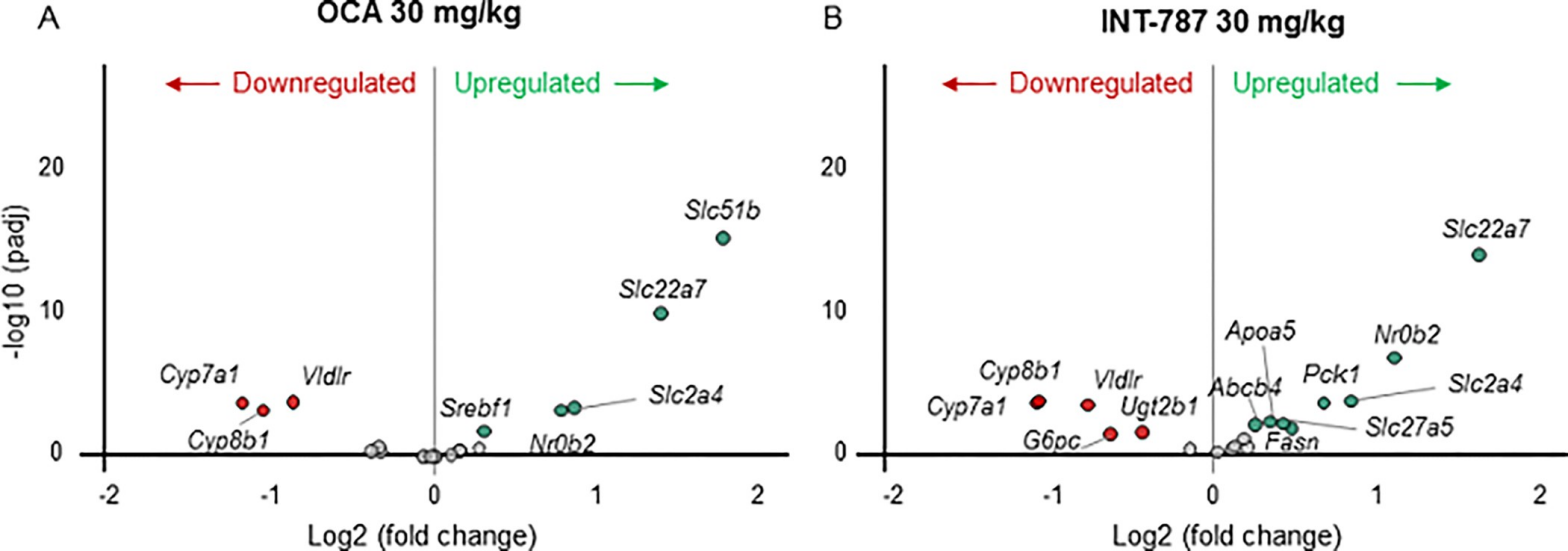
Genes associated with farnesoid X receptor signaling in the liver significantly up- or downregulated after treatment with OCA 30 mg/kg or INT-787 30 mg/kg compared with vehicle. Differences in expression levels of genes meeting the adjusted *p* < 0.05 threshold for significance are shown in red or green. Gray circles represent genes in the farnesoid X receptor signaling pathway that were not significantly up- or downregulated after treatment. OCA indicates obeticholic acid; padj, adjusted *p* value. Vehicle, n = 10; OCA 30 mg/kg, n = 9; INT-787 30 mg/kg, n = 9.

**Fig 7:**
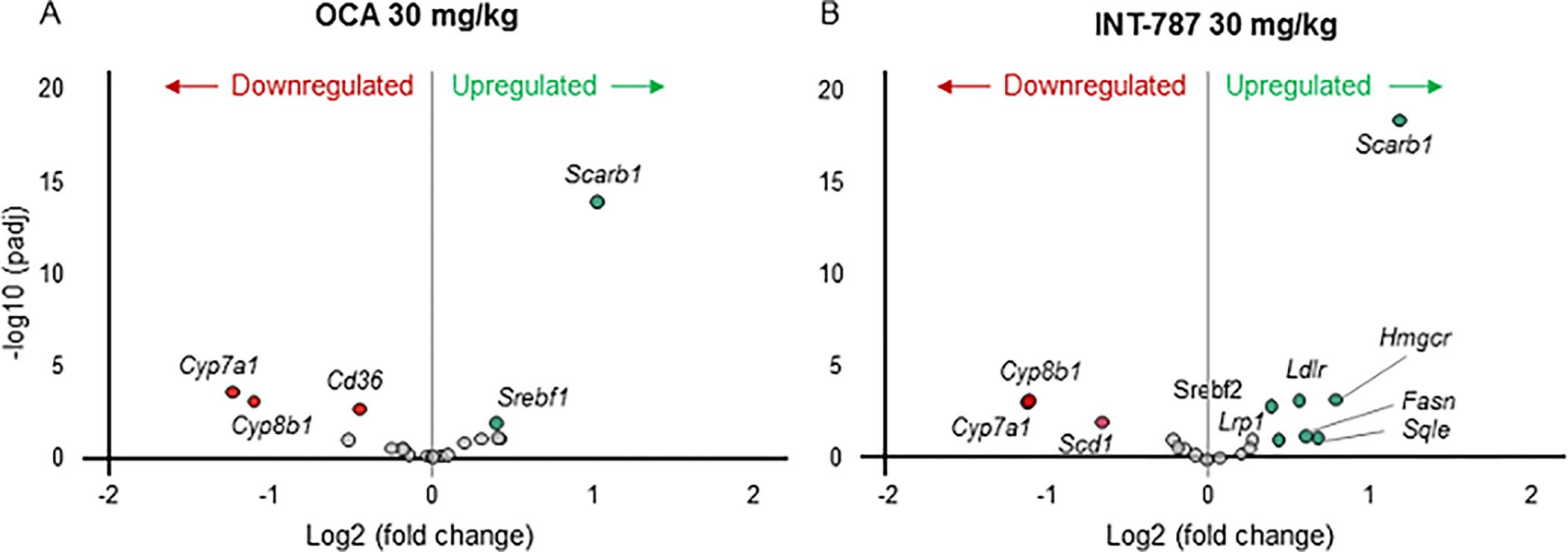
Genes associated with lipid metabolism in the liver significantly up- or downregulated after treatment with OCA 30 mg/kg or INT-787 30 mg/kg compared with vehicle. Differences in expression levels of genes meeting the adjusted *p* < 0.05 threshold for significance are shown in red or green. Gray circles represent genes in the lipid metabolism pathway that were not significantly up- or downregulated after treatment. OCA indicates obeticholic acid; padj, adjusted *p* value. Vehicle, n = 10; OCA 30 mg/kg, n = 9; INT-787 30 mg/kg, n = 9.

**Fig 8:**
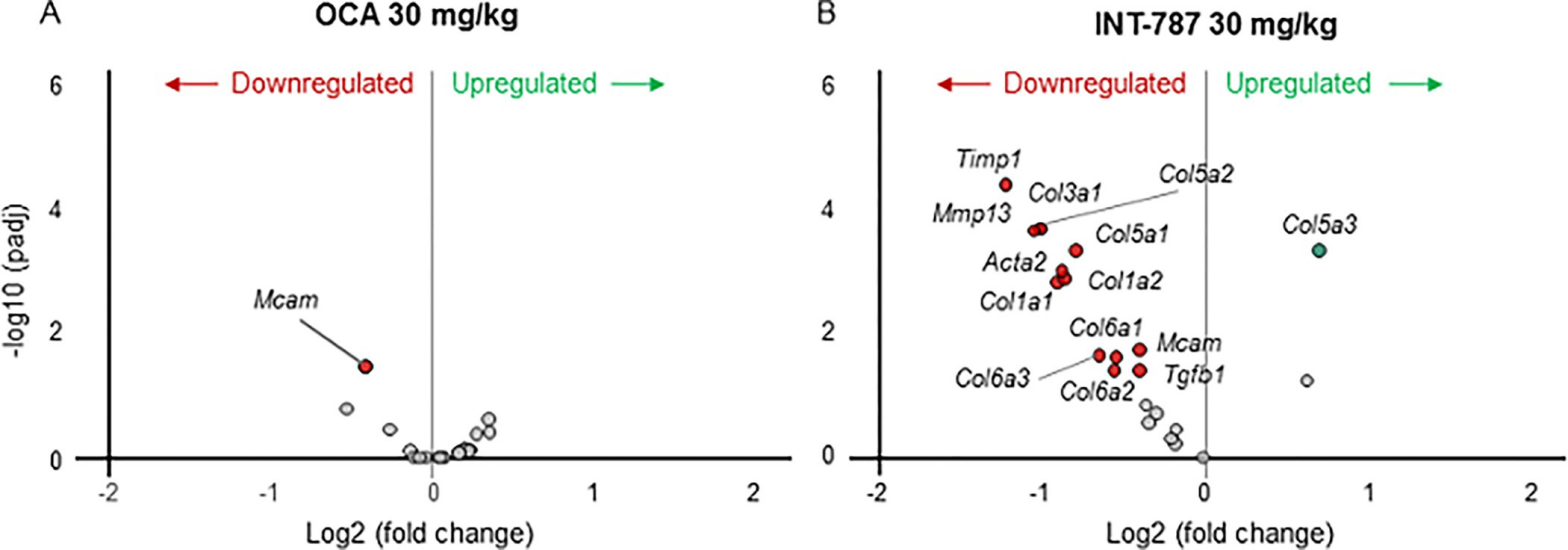
Genes associated with stellate cell activation (fibrosis) in the liver significantly up- or downregulated after treatment with OCA 30 mg/kg or INT-787 30 mg/kg compared with vehicle. Differences in expression levels of genes meeting the adjusted *p* < 0.05 threshold for significance are shown in red or green. Gray circles represent genes in the stellate cell activation pathway that were not significantly up- or downregulated after treatment. OCA indicates obeticholic acid; padj, adjusted *p* value. Vehicle, n = 10; OCA 30 mg/kg, n = 9; INT-787 30 mg/kg, n = 9.

## Discussion

This study rigorously compared multiple doses of the FXR agonists OCA and INT-787 on plasma biomarkers, quantitative histologic disease parameters, and hepatic gene expression profiles in the AMLN diet–induced and biopsy-confirmed mouse model of NASH. Overall, INT-787 elicited greater improvements in steatosis, inflammation, and fibrosis relative to OCA. All INT-787 doses (except 10 mg/kg) reduced liver steatosis to a greater extent than OCA. INT-787 significantly reduced expression of galectin-3 and Col1a1 (markers of inflammation and fibrosis, respectively) at all doses whereas OCA did not. Further, levels of plasma liver enzymes (ALT and AST) were significantly reduced by INT-787 but not by OCA.

The differentiation of INT-787 compared with OCA is also evidenced by the modulation of 3-fold greater number of genes in the liver. These changes suggest that INT-787 more robustly activates FXR relative to OCA, as increased changes within classical genes associated with FXR signaling, bile acid regulation, lipid metabolism, and fibrosis were noted. These gene expression modifications also include those involved with bile acid import/export (i.e., *Abcb4*) and bile acid re-conjugation (i.e., *Slc27a5)*. 

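The ratio of the numbers of changed genes, INT-787 to OCA, was 2.97. It ranged from 2.36, with an absolute log2 fold change of at least 1 required, to 3.79, with only the 2 groups compared in each fit. With each mouse left out in turn it stayed between 2.64, without INT-787 replicate 8, and 3.74, without OCA replicate 9. Passing the threshold with INT-787 and not with OCA does not show that a gene responded differently, so the direct comparison was read for the same genes. Of the 1827 genes changed by INT-787 and not by OCA, 414 differed between the drugs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 188 genes changed by OCA and not by INT-787, 38 did.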

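Both drugs changed 640 genes in the same direction and 2 in opposite directions. The 640 genes are 77.1% of those changed by OCA and 25.9% of those changed by INT-787. Independent calls would give 162.9 genes changed by both drugs in any direction, where 642 were found. The calls are not independent, since the vehicle mice are shared, so 162.9 is only a rough reference. Across the tested genes, the log2 fold changes of the drugs against vehicle had a Pearson correlation of 0.716 and a Spearman correlation of 0.615. Genes are not independent replicates, and both comparisons use the same vehicle mice. In 20 simulated data sets with unchanged groups and shared vehicle mice the Pearson correlation was 0.497 on average (from 0.478 to 0.517). The simulation drew each gene independently, without variation that genes share within a mouse, so the real range could be wider. The absolute fold change was larger with INT-787 in 455 of the 640 shared genes. Of the genes changed by both drugs, 86 also differed between the drugs, and 76 of these had the larger change with INT-787. The labelled genes of Fig 6 had a median log2 fold change of 0.49 with INT-787, 0.26 with OCA, and 0.27 between the drugs. As a set they rose with INT-787 (adjusted p = 0.0024) and were higher with INT-787 than with OCA (0.022) by limma's camera test with Benjamini-Hochberg adjustment over 31 lists and 3 comparisons, while OCA did not pass (0.059). Under fry all 3 comparisons passed, with 2.8e-05 for INT-787, 0.015 for OCA, and 0.026 between the drugs. Under camera with an estimated correlation 0 of the 3 did (0.13, 0.33, and 0.22). Most of these labels mark genes that passed the paper's threshold in these samples, so the set tests are not independent evidence. The list also mixes genes that rose and genes that fell, 10 and 5 with INT-787. A smaller fall, as of *Cyp7a1* with INT-787 against OCA (0.27), counts as higher in these tests. The direction of the set is thus not a measure of FXR activation. The plot of log2 fold changes with OCA and INT-787 shows the labelled genes one by one. From the larger changes in genes of FXR signaling, bile acid regulation, lipid metabolism, and fibrosis, the paper proposes that INT-787 activates FXR more strongly than OCA.

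**Figure D2:**
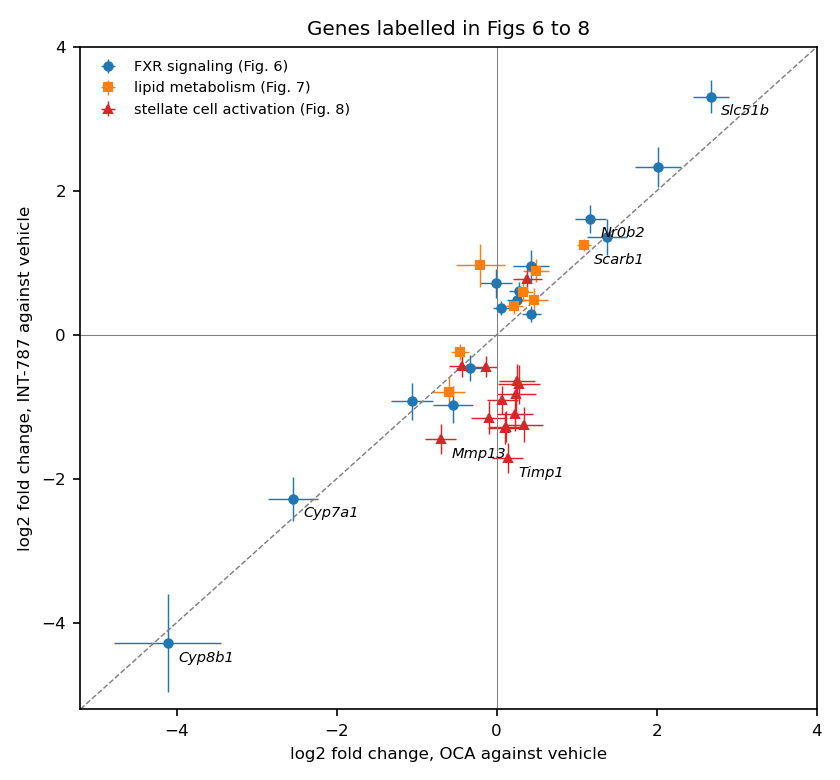
Log2 fold change against vehicle with OCA (x axis) and INT-787 (y axis) of the genes labelled in Fig 6 (circles), Fig 7 (squares), and Fig 8 (triangles), with bars of 1 standard error in each direction. The dashed line marks equal changes; of the stellate cell genes, *Col1a1* lies at 0.34 with OCA and -1.25 with INT-787.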

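*Abcb4* (ENSMUSG00000042476) encodes the transporter that moves phospholipids into bile and lies on chromosome 5 from 8893717 to 8959231 in GRCm38. It had 519 ± 56.0 CPM with vehicle, 539 ± 94.5 with OCA, and 671 ± 93.1 with INT-787. The change with OCA was 0.054 (standard error 0.10, adjusted p = 0.85) on the log2 scale, and the drugs differed by 0.32 (standard error 0.10, adjusted p = 0.059) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2, DESeq2 with shrunken fold changes, and 1 surrogate variable brought this difference past the threshold, with adjusted p from 0.026 to 0.12 over the alternatives. The same held in 5 fits without 1 mouse, with 0.37 (adjusted p = 0.039) without INT-787 replicate 9. *Slc27a5* (ENSMUSG00000030382), which encodes a bile acid-CoA ligase, lies on chromosome 7 from 12988346 to 12998192. Expression was 584 ± 65.0 CPM with vehicle, 706 ± 161 with OCA, and 892 ± 133 with INT-787. OCA changed it by 0.27 (standard error 0.12, adjusted p = 0.19), and the direct difference was 0.34 (standard error 0.12, adjusted p = 0.099). Without OCA replicate 8, which had 379 CPM, the change of *Slc27a5* with OCA was 0.36 (adjusted p = 0.021).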

Bile acids play a pivotal role in regulation of insulin signaling, glucose metabolism, and metabolic homeostasis [29,30]. Dysregulation of bile acids can be a consequence of NASH but can also lead to inflammation and NASH progression [31,32]. Compared with OCA, FXR activation by INT-787 induces higher levels of *Shp* expression, which inhibits bile acid synthesis by targeting *Cyp7a1* [33]. 

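*Shp* is the gene *Nr0b2* (ENSMUSG00000037583), on chromosome 4 from 133553376 to 133556536 in GRCm38, which encodes a nuclear receptor that represses transcription. It had 21.2 ± 8.59 CPM with vehicle, 47.6 ± 11.4 with OCA, and 65.0 ± 14.9 with INT-787. It rose by 1.17 (standard error 0.19, adjusted p = 0.00010) with OCA and 1.62 (standard error 0.19, adjusted p = 2.0e-07) with INT-787 on the log2 scale. The difference between the drugs was 0.45 (standard error 0.19, adjusted p = 0.18) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which did not pass the threshold. Of the alternatives, DESeq2 with 2 groups per fit brought it past the threshold (adjusted p = 0.0496, range 0.0496 to 0.22). *Cyp7a1* (ENSMUSG00000028240), which encodes the enzyme of the first step of bile acid synthesis from cholesterol, lies on chromosome 4 from 6265612 to 6275633. Expression fell from 60.3 ± 30.0 CPM with vehicle to 10.4 ± 3.91 with OCA and 12.6 ± 6.09 with INT-787. The log2 fold change was -2.54 (standard error 0.31, adjusted p = 8.5e-07) with OCA and -2.28 (standard error 0.31, adjusted p = 1.6e-06) with INT-787, and the drugs did not differ (0.27, adjusted p = 0.73).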

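*Pck1* (ENSMUSG00000027513) encodes phosphoenolpyruvate carboxykinase, an enzyme of glucose synthesis, and lies on chromosome 2 from 173153048 to 173159273 in GRCm38. It had 981 ± 431 CPM with vehicle, 1325 ± 294 with OCA, and 1901 ± 543 with INT-787. The change with OCA was 0.43 (standard error 0.22, adjusted p = 0.30) on the log2 scale, and INT-787 exceeded OCA by 0.52 (standard error 0.23, adjusted p = 0.20) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A term for the sample number set brought the change with OCA past the threshold (adjusted p = 0.025, range over the alternatives 0.025 to 0.37). DESeq2 with 2 groups per fit did so for the difference between the drugs (adjusted p = 0.047, range 0.047 to 0.29).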

INT-787 also significantly increased expression of *Pck1*, consistent with the observation that FXR activation modulates expression of *Pck1* to regulate glucose homeostasis [34,35]. In addition, INT-787 induced hepatic expression of *Apoa5*, which activates lipoprotein lipase [36], an enzyme involved in degradation of circulating triglycerides [37]. 

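*Apoa5* (ENSMUSG00000032079), which encodes an apolipoprotein secreted by the liver, lies on chromosome 9 from 46268633 to 46271919 in GRCm38. Expression was 1075 ± 299 CPM with vehicle, 1286 ± 156 with OCA, and 1510.1 ± 238 with INT-787. OCA changed it by 0.26 (standard error 0.13, adjusted p = 0.26) on the log2 scale, and the difference between the drugs was 0.23 (standard error 0.13, adjusted p = 0.34) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.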

INT-787 upregulated the expression *Ldlr*, a gene associated with cholesterol uptake and that is downregulated in patients with NAFLD/NASH [38]. 

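*Scd1* (ENSMUSG00000037071), which encodes stearoyl-CoA desaturase, lies on chromosome 19 from 44394455 to 44407879 in GRCm38. It was among the most abundant transcripts, with 42526 ± 12463 CPM with vehicle, 28062 ± 8991 with OCA, and 24641 ± 6697 with INT-787. It fell by 0.79 (standard error 0.20, adjusted p = 0.0058) with INT-787 and by 0.60 (standard error 0.20, adjusted p = 0.072) with OCA on the log2 scale, and the drugs differed by -0.19 (standard error 0.21, adjusted p = 0.71) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 in its 3 forms, 1 surrogate variable, and thinned counts also called the fall with OCA (range over the alternatives 0.022 to 0.10), as did 4 fits without 1 mouse, for instance at -0.69 (adjusted p = 0.040) without OCA replicate 5. INT-787 replicate 8 had 9972 CPM of *Scd1*, the lowest value of its group.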

Finally, INT-787 decreased expression of *Scd1*, a gene involved in regulation of triglyceride synthesis that is increased in patients with NAFLD and in *ob/ob* mice on a high-fat diet [39].

Histopathologic reduction of fibrosis is generally associated with decreases in multiple components of the ECM at the mRNA and protein level [40,41]. The Col1a1 isoform is a key fibrillar collagen involved in liver fibrosis and both *Col1a1* mRNA and protein were reduced by INT-787 treatment. 

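The mRNA value for *Col1a1* (ENSMUSG00000001506), on chromosome 11 from 94936224 to 94953042 in GRCm38, comes from the mice treated for 2 weeks and not from those used for histology. It had 411 ± 141 CPM with vehicle, 520.0 ± 249.6 with OCA, and 173 ± 76.1 with INT-787. From edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, *Col1a1* fell with INT-787 with a standard error of 0.25 and an adjusted p of 0.00040. OCA did not change it past the threshold (standard error 0.24, adjusted p = 0.50). The log2 difference between the drugs was -1.59 (standard error 0.25, adjusted p = 0.00015). With each mouse left out in turn, the *Col1a1* change with INT-787 stayed between -1.37 and -1.12. The *Col1a1* change with OCA, 0.34 with all mice, ranged from 0.12 without OCA replicate 8 to 0.47 without vehicle replicate 1.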

Other genes involved in fibrosis that were significantly downregulated by INT-787 include *Col1a2*, *Col3a1*, *Col5a1*, *Col5a2*, *Col6a1*, *Col6a2*, *Col6a3*, *Tgfb1*, *Acta2*, and *Timp1*. 

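*Col1a2* (ENSMUSG00000029661), on chromosome 6 from 4504814 to 4541544 in GRCm38, had 301 ± 82.4 CPM with vehicle, 353 ± 185 with OCA, and 139.8 ± 50.9 with INT-787. Its log2 fold change with INT-787 was -1.11 (standard error 0.23, adjusted p = 0.00058) against vehicle and -1.34 (standard error 0.23, adjusted p = 0.00045) against OCA by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Timp1* (ENSMUSG00000001131), on chromosome X from 20870166 to 20874735, fell from 7.88 ± 2.50 CPM with vehicle to 2.32 ± 0.878 with INT-787 and was 8.42 ± 1.73 with OCA. The change was -1.71 (standard error 0.21, adjusted p = 2.3e-07) against vehicle and -1.85 (standard error 0.21, adjusted p = 7.5e-07) against OCA. *Acta2* (ENSMUSG00000035783), on chromosome 19 from 34241090 to 34255590, had 17.0 ± 11.0 CPM with vehicle, 16.1 ± 2.03 with OCA, and 7.79 ± 2.38 with INT-787, with -1.15 (standard error 0.23, adjusted p = 0.00050) against vehicle and -1.05 (standard error 0.23, adjusted p = 0.0060) against OCA. Vehicle replicate 10 had 46.0 CPM of *Acta2*, and without this mouse the change with INT-787 was -0.84 (adjusted p = 0.00062). With thinned counts the *Acta2* difference between the drugs was no longer past the threshold (adjusted p = 0.19, range 5.9e-09 to 0.19). *Tgfb1* (ENSMUSG00000002603), on chromosome 7 from 25687002 to 25705077, had 39.6 ± 6.88 CPM with vehicle, 36.0 ± 10.8 with OCA, and 29.1 ± 6.64 with INT-787. The change was -0.44 (standard error 0.14, adjusted p = 0.028) with INT-787, and the direct difference of -0.31 (standard error 0.15, adjusted p = 0.24) did not pass the threshold. The *Tgfb1* call with INT-787 was lost with thinned counts (range 0.0066 to 0.36) and in 5 fits without 1 mouse, for instance at -0.37 (adjusted p = 0.059) without vehicle replicate 10.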

Transforming growth factor (TGF)-β1 (encoded by *Tgfb1*) regulates fibroblast proliferation, migration, activation, and differentiation [42] as well as hepatic stellate cell (HSC) activation, which drive induction and progression of fibrosis [43]. Activation of HSCs results in α-smooth muscle actin (encoded by *Acta2*) expression and deposition of fibrous ECM [43]. *Timp1* plays an important role in ECM turnover associated with fibrosis [40]. Given the key role of activated HSCs in the development and progression of fibrosis, treatments targeting activated HSCs are critical for antifibrotic therapy [43]. 

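The 14 labelled genes of Fig 8 were also tested as a set. Their median log2 fold change was -1.01 with INT-787 (adjusted p = 2.2e-09), 0.13 with OCA (0.91), and -1.02 with INT-787 against OCA (7.2e-18) by limma's camera test with Benjamini-Hochberg adjustment. Both calls held under fry (8.2e-05 against vehicle and 9.5e-05 against OCA). Under camera with an estimated correlation the difference between the drugs held (0.020) and the fall with INT-787 against vehicle did not (0.13). The labelled genes were chosen on these same mice, which favors a larger fall of the set with INT-787. The median with OCA was -0.026 without OCA replicate 8. With OCA, the fold changes of *Col1a2* (0.23, adjusted p = 0.65), *Col3a1* (0.12, 0.84), *Timp1* (0.14, 0.78), *Tgfb1* (-0.13, 0.70), and *Acta2* (-0.10, 0.89) did not pass the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Acta2* rose with OCA under limma-voom (0.049) and without vehicle replicate 10 (0.19). Without OCA replicate 8, *Col1a2* (-0.026) and *Col3a1* (-0.068) fell with OCA.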

Our findings indicate that all these genes associated with HSC activation were significantly downregulated by INT-787 but not by OCA. A recent study has shown a greater effect of INT-787 compared with OCA on restoration of Reck expression in *ob/ob* NASH mice fed a high-fat diet. Reck is a key regulator of metalloproteases and inhibitor of Adam10 and Adam17, which are involved in inflammation and fibrogenesis [44]. Collectively, these findings support superior therapeutic effects of INT-787 compared with OCA on metabolic regulation and inhibition of inflammation and fibrosis in the treatment of NASH.

Previous target engagement studies using quantitative reverse transcription polymerase chain reaction assays in HepG2 cells assessed gene expression after treatment with INT-787 or OCA [16]. INT-787 and OCA modulated expression of 3 FXR target genes—*Cyp7a1*, *Shp*, and *OST-α*—at similar levels, but INT-787 induced greater expression of *Bsep* [16]. Findings from in vivo studies showed that INT-787 induced higher expression of ileal fibroblast growth factor 15 (*Fgf15*) compared with OCA, leading to repression of *Cyp7a1*, which encodes the rate-limiting enzyme of bile acid synthesis [16]. The differential gene modulation by INT-787 may depend, at least in part, on the insertion of a hydroxy group at the C11β position, enabling high specificity at the FXR receptor [16]. This subtle change in chemical structure may also cause differential binding to FXR and activation of distinct signaling pathways, which may contribute to explaining the gene regulation patterns observed in our study and warrants further investigation. Differential glyco- and tauro-conjugate formation or activity and differences in pharmacokinetics (e.g., distribution, half-life, hepatic residence time) may also play a role in the differential gene regulation induced by INT-787 compared with OCA.

Initial data from an ongoing phase 1 trial of INT-787 in healthy participants support a favorable safety and tolerability profile [45]. INT-787 has 16-fold higher water solubility than OCA and a higher critical micellular concentration (16.8 vs 2.9 mmol/L), which are associated with lower detergency, resulting in reduced cytotoxicity risk [16]. FXR agonists, including OCA, have been associated with pruritus [46,47]. In patients with NASH, nonbile acid–derived FXR agonists EDP-305 and tropifexor (which is also a nonsteroidal FXR agonist) were also associated with pruritus as the most commonly reported adverse event, suggesting that this is a class effect [48,49]. Similarly, pruritus has also been reported in NASH clinical trials using cilofexor, another nonsteroidal FXR agonist, and nidufexor, a partial FXR agonist, further indicating that pruritus induction is a class effect shared by FXR agonists [47,50–52]. Mild pruritus was also reported in 2 participants from the ongoing phase 1 trial of INT-787 in healthy participants; however, this was observed at lower rather than higher doses [45].

The current preclinical findings suggest that INT-787 may potentially exert greater therapeutic effects in NASH relative to OCA. These included more significant reductions in steatosis and inflammation as well as significant decreases in plasma ALT and AST levels, which support reduction in liver damage. These data provide a foundation for the use of INT-787 in clinical trials as a potentially more effective therapy than OCA to treat NASH. In addition, the beneficial effects of INT-787 on multiple parameters of metabolic regulation, the marked inhibition of liver injury, and the clear anti-inflammatory and antifibrotic effects, coupled with the favorable safety profile of the compound, indicate its potential in the treatment of other chronic liver diseases. For example, NASH and alcohol-associated hepatitis (AH) share common pathogenetic traits, including hepatic inflammation and fibrosis and gut microbiota dysbiosis [53]. Moreover, similar histologic features are observed in both NASH and AH, including steatosis, lobular inflammation, and ballooning [53]. The AMLN diet–induced NASH model used in the current study showed hallmark features of both NASH and AH, including steatosis, inflammation, and fibrosis, which improved with INT-787 treatment, suggesting potential clinical translatability to both diseases. Indeed, INT-787 is currently under evaluation for the treatment of severe AH in the FRESH study (NCT05639543) [54].

In conclusion, based on the significant dose-dependent improvements in liver histopathology, liver enzyme levels, and enhanced gene regulation, these data indicate superior clinical potential of INT-787 compared with OCA for the treatment of NASH and other chronic liver diseases.

## Supporting information

S1 Fig Change in body weight from baseline to week 8. Data are expressed as mean ± SEM. OCA indicates obeticholic acid; SEM, standard error of the mean.
(TIF)

S1 Raw data

How the deposited data were processed for this re-analysis (not part of the article)

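The authors measured messenger RNA in the livers of 28 male mice with leptin deficiency, fed the AMLN diet for 14 weeks and then given vehicle (10 mice), OCA 30 mg/kg (9 mice), or INT-787 30 mg/kg (9 mice) once daily for 2 weeks. Stranded libraries were sequenced and the reads aligned to GRCm38 with Ensembl release 89 annotation by STAR 2.5.2a. The authors deposited raw counts, that is the number of reads per Ensembl gene in each mouse, with 1 column per mouse and no normalization. The program that counted the reads, its use of strand, and any filter on genes are not stated in the paper or the labels. The values were whole numbers with different totals per mouse, as raw counts have. The table held 21935 genes, of which 21858 matched a symbol and coordinates in GENCODE M21 (GRCm38), and 0 columns belonged to samples outside the series. Groups came from the sample labels, and Y-linked genes were checked in every mouse.

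Everything below was computed from these counts with R 4.3.3 and edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, and sva 3.50.0, and with Python 3.11.15, numpy 2.4.6, and pandas 2.3.3. Genes were kept by filterByExpr on the 3 groups (12580 genes), normalized with TMM, and tested with edgeR's quasi-likelihood functions glmQLFit and glmQLFTest in a model of the 3 groups without covariates. The 3 comparisons were INT-787 against vehicle, OCA against vehicle, and INT-787 against OCA. P was adjusted by the Benjamini-Hochberg method over the tested genes, and a gene counted as changed at an adjusted p of at most 0.05, the threshold of the paper. All adjusted p values for single genes come from this test unless another tool is named. The paper used DESeq2, which was run as an alternative. A single model was chosen so that the numbers of genes changed by each drug rest on the same estimate of the spread between mice. CPM were computed with the TMM-scaled library totals, and are given as mean ± SD.

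Total counts per mouse ranged from 1009593 in vehicle replicate 6 to 22421506, with a median of 14864947. A gene at 5 CPM had near 5 counts in vehicle replicate 6, so for genes at this level that mouse adds little. Vehicle replicate 5 was kept in all results although genes overlapping an expressed gene on the opposite strand were counted too high in it, and each result was also computed without it. No mouse was left out of the results at the paper's sentences.

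The genes named in the text follow a rule. They are every gene the paper names for its RNA sequencing, *Lgals3* (galectin-3), *Reck*, *Adam10*, and *Adam17*, and for each comparison the 5 genes with the highest rise and the 5 with the deepest fall in log2 fold change. The latter had to have an adjusted p of at most 0.05, a mean of at least 5 CPM, and the same direction in the means of replicates 1 to 5 and of replicates 6 up. Genes of a reported list and the Y-linked genes were named too. A few genes that the rule selects are not reported here, and they remain in all counts and tests. In total 34 lists of genes were written, 3 of them the labels of Figs 6 to 8 and the others from the paper's discussion or from general knowledge of liver pathways and cell types, and 31 had at least 3 tested genes. They were tested with limma's camera (inter-gene correlation 0.01), adjusted by the Benjamini-Hochberg method over 31 lists and 3 comparisons.

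This rule, the lists, the tests of genes and lists between groups, and the alternatives were written down before the data were examined. Tests of explanations that were chosen later are marked in the closing section. The alternatives were DESeq2's size factors or upper-quartile normalization within edgeR; no filter (at least 1 count in all mice together) or at least 10 counts in every mouse; DESeq2 with default settings, with shrunken fold changes (betaPrior), or with only the 2 groups compared; limma-voom; robust estimation in edgeR; only the 2 groups compared in each edgeR fit; the replicate number or the set of neighbouring sample numbers as a factor; 1 surrogate variable from svaseq; counts thinned at random to the smallest library total; an adjusted p of at most 0.01; an absolute log2 fold change of at least 1; and each of the 28 mice left out in turn. For lists, fry and camera with an estimated correlation were run as well. Their effect is given in the closing section.

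Other splits of the mice were drawn 100 times per comparison, the real split included, with a fixed seed. Because both drugs are compared with the same vehicle mice, 20 data sets with unchanged groups were simulated to see how far shared vehicle mice alone correlate the fold changes. The counting of opposite-strand reads was measured as the ratio of a gene's counts to the expression of an expressed gene that overlaps it on the opposite strand, by GENCODE exons. The tests were tried on simulated data. Of 200 changed genes planted among 12511, edgeR called 196 (98%), with 14 false calls (6.7% of 210). The planted changes had an absolute log2 fold change of at least 1. Most genes called in the real data changed less, and recovery of such smaller changes was not measured. An opposite-strand ratio planted at 0.5 was recovered as 0.498 from 31 genes. It was planted and measured by the same formula, which checks the computation alone. Single values per mouse were compared between groups with exact permutation tests, 2-sided.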

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

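The tests of opposite-strand reads, of another tissue, of the low counts of vehicle replicate 6, of the share of hepatocyte RNA, of inflamed OCA mice, and of fasting were chosen only after the results were seen. A mouse is listed here when its gap to the nearest other mouse of its group, as a share of the group's whole range, exceeded Dixon's 95% critical value (0.466 for 10 mice, 0.493 for 9). The gaps were taken on log2 values for CPM (after adding 0.5), total counts, and opposite-strand ratios, while the values printed below are not logarithms, and scores and spreads were used as they are. Of 213 groups of values tested in this way, 31 did so, 30 of which are described here, where chance gives 10.7 for normally distributed values. Log2 CPM and scores need not be normal, so part of the excess can come from skewed values.

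Vehicle replicate 5 stood apart by 394 CPM of *Dlec1* (nearest mouse 1.26), 947 CPM of *Gm20721* (nearest mouse 6.93), and 123 CPM of *Mmp11* (nearest mouse 3.68). In this mouse alone, 38 genes were more than 10 times as high as in the next mouse, and 38 of the 38 overlap exons on the opposite strand, against 15.5% of 17300 expressed genes (Fisher's exact test across genes, p = 1.4e-31). The ratio of counts to opposite-strand expression was 0.708 in this library over 30 genes, with a median of 0.929 over the genes, and between 0.00593 and 0.0118 (median 0.0078) in the other 27 mice. The number of such genes without an opposite-strand neighbour was 0, which argues against cells of another tissue, whose transcripts would not be limited to genes with such a neighbour. A candidate explanation is that reads of the opposite strand were counted in this library, through an unstranded preparation or a setting of the counting, and which of these it was stays open. No biological explanation other than cells of another tissue was tested.

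The 3 genes made this mouse visible among the deepest falls. With all mice, *Dlec1* changed by -5.54 (adjusted p = 0.0010) and *Gm20721* by -4.39 (adjusted p = 0.0016) with INT-787, and *Mmp11* by -3.45 (adjusted p = 0.0027) with INT-787 and -3.24 (adjusted p = 0.0096) with OCA in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without vehicle replicate 5 these values were 0.017 (adjusted p = 0.98), -0.079 (0.87), -0.28 (0.49), and -0.087 (0.92). Of the 38 genes 15 were tested, of which 14 had been called with INT-787 and 12 with OCA, and without this mouse the number called with either drug was 0. These falls may thus come from opposite-strand reads in a single vehicle library rather than from the drugs. Over all genes, leaving out this mouse removed 303 calls with INT-787, 136 with OCA, and 4 between the drugs, of which 82, 28, and 0 were in genes with opposite-strand overlap, and added 122, 65, and 51. The comparison of the drugs uses this library only through the filter and the shared estimate of the spread. OCA replicate 9 also stood out in these genes at low levels, with 1.55 CPM of *Dlec1* (nearest mouse 0.782) and 13.9 CPM of *Gm20721* (nearest mouse 6.70).

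Vehicle replicate 6 had 1009593 counts, against 9313260 in the nearest vehicle mouse. Its spread around the group mean, the SD over genes of its log2 CPM deviations from the vehicle mean, was 0.769 (nearest mouse 0.528), and its CPM of *Ptgds* was 0 (nearest mouse 0.420). Its distance from the other vehicle mice, the root-mean-square log2 difference over the 500 most different genes, was 3.50, against 1.45 to 2.29 for the others. When the other 9 vehicle libraries were thinned to its total, their distances were 3.10 to 3.96 (median 3.59), so the low number of counts may account for its position. No biological explanation was tested.

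OCA replicate 8 and INT-787 replicate 8 had the widest spread around the mean of their groups, 0.523 (nearest mouse 0.377) and 0.463 (nearest mouse 0.35). OCA replicate 8 also had 379 CPM of *Slc27a5* (nearest mouse 590.2) and 53.4 CPM of *Ugt2b1* (nearest mouse 119). INT-787 replicate 8 had 9972 CPM of *Scd1* (nearest mouse 21597), and low scores for the quiescent stellate cell list (-0.675, nearest mouse -0.199) and the endothelial cell list (-0.822, nearest mouse -0.224). A score is the mean over the list's genes of log2 CPM minus the gene's mean over all mice. Total counts were 14952461 and 14135884, inside the ranges of their groups, and the opposite-strand ratios were no more than 0.0118, so neither low depth nor opposite-strand counting sets these mice apart. Without OCA replicate 8 the genes that differed between the drugs fell from 677 to 443, of which 419 were among the 677. OCA replicate 8 had the highest OCA scores for the Fig. 8 list (1.03), extracellular matrix outside Fig. 8 (1.18), and lipid-associated macrophages (0.986). INT-787 replicate 8 had the lowest INT-787 scores for these lists (-1.33, -1.25, and -1.21). The paper stratified these mice by body weight, so fibrosis before treatment was not balanced by design. A different piece of liver, a different response to the drug, or a sample that was not handled like the others all stay open, and none was tested.

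The other mice that stood apart did so in a gene or a list at a time. Among vehicle mice, replicate 1 had 48.3 CPM of *Col5a2* (nearest mouse 30.0), 425 CPM of *Slc27a5* (nearest mouse 557), and a score of 0.773 for the list of extracellular matrix genes outside Fig. 8 (nearest mouse 0.377). Replicate 2 had 122 CPM of *Scarb1* (nearest mouse 149), replicate 9 354 CPM of *Mt2* (nearest mouse 112), and replicate 10 46.0 CPM of *Acta2* (nearest mouse 19.7). Among OCA mice, replicate 6 had a quiescent stellate cell score of 0.334 (nearest mouse 0.0142), and replicate 7 had 431 CPM of *Fgl1* (nearest mouse 307) and 7.95 CPM of *Slc2a4* (nearest mouse 4.87). Among INT-787 mice, replicate 4 had 44.1 CPM of *Cyp8b1* (nearest mouse 3.67), 4.19 CPM of *Serpina1e* (nearest mouse 2.83), and a score of 1.32 for the list of PPAR-alpha targets (nearest mouse 0.251). Replicate 7 had 765 CPM of *Pck1* (nearest mouse 1545) and replicate 9 6.09 CPM of *Col5a3* (nearest mouse 10.8). No explanation was tested for these single values, of which chance alone would give several.

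The paper does not discuss its results by zone of the liver lobule. The periportal zone is the part next to the incoming vessels. A list of 8 periportal hepatocyte genes, of which 8 are expressed in this tissue, 2 (*Ass1* and *Cps1*) are also in the hepatocyte list, and 0 are labelled in Figs 6 to 8, had a median log2 fold change of 1.01 with INT-787 (adjusted p camera 3.8e-17, fry 1.3e-09, estimated correlation 0.0011) and 0.91 with OCA (camera 1.7e-21, fry 2.0e-08, estimated correlation 0.00033). All 8 genes rose with both drugs. The most abundant, *Cps1*, had 1245 CPM with vehicle, 2314 with OCA, and 2475 with INT-787, and *Ass1* had 708, 1433, and 1900.4. *Hal* rose from 103 to 411 and 498 CPM. Fasting raises some of these genes, but it would also raise PPAR-alpha targets, and a list of 12 of these, 0 of them labelled in the figures, had a median of -0.753 with OCA (camera 1.4e-07, fry 0.0033, estimated correlation 0.13) and -0.12 with INT-787 (camera 0.18, fry 0.27, estimated correlation 0.78). *G6pc*, another gene that fasting raises, fell with INT-787, although *Pck1*, which fasting also raises, rose. Fasting before the livers were taken is thereby argued against for OCA, and not settled for INT-787, and an effect of both drugs on these genes stays open as a hypothesis, as do differences in food intake that leave PPAR-alpha targets low. The hepatocyte list (10 genes, 10 tested, 0 labelled in the figures) rose by 0.28 with OCA (camera 7.9e-07, fry 2.8e-05, estimated correlation 0.032), with *Alb* at 74111 CPM with vehicle and 114239 with OCA and *Apob* at 9402 and 10958. With INT-787 the list rose by 0.24 (camera 0.00034, fry 2.8e-05, estimated correlation 0.13), with 9 of 10 genes higher. Between the drugs its median was 0.019 (camera 0.89, fry 0.97, estimated correlation 0.97). A larger share of hepatocyte RNA was not tested as the cause of the rise with either drug.

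In the direct comparison, 3 lists outside the paper's figures were lower with INT-787 than with OCA under camera, fry, and camera with an estimated correlation. The extracellular matrix list outside Fig. 8 (21 genes, 20 tested, 0 labelled in the figures) had a median of -0.92 (camera 9.8e-22, fry 0.00026, estimated correlation 0.032), with 20 of 20 genes lower. Its most abundant genes were *Bgn*, with 523 CPM with OCA and 364 with INT-787, and *Sparc*, with 276 and 139. A list of 10 genes of lipid-associated macrophages, all 10 expressed in this tissue and 0 labelled in the figures, had -0.77 (camera 3.8e-15, fry 7.5e-05, estimated correlation 0.020), with 10 of 10 genes lower. Its most abundant genes, *Spp1* (773 against 355 CPM) and *Cd63* (134 against 86.2), are not limited to macrophages. A larger share of hepatocyte RNA would lower the markers of other cell types alike. The macrophage list score differed by -0.786 on the log2 scale beyond that of the endothelial cell list (2-sided exact permutation test on 9 and 9 mice, p = 0.00045), whose 9 genes, 9 of them tested, had *Eng* (119.7 and 117 CPM) and *Stab2* (43.5 and 43.5) as the most abundant. This argues against hepatocyte RNA as the whole cause, and fewer of these macrophages or lower expression in them stay open.

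The acute phase list, with 9 genes of proteins that the liver secretes in inflammation, 0 of them labelled in the figures, had a median of -1.1 between the drugs (camera 1.7e-21, fry 6.6e-06, estimated correlation 0.0026), with 8 of 9 genes lower with INT-787. Its most abundant genes were *Hp*, with 8745 CPM with OCA and 5756 with INT-787, and *Itih4*, with 3892 and 2159. *Saa1* and *Saa2* are near-identical, so reads could be split between them. The scores of 9 of 9 OCA mice and 9 of 10 vehicle mice lay above every INT-787 mouse, which argues against a few OCA mice with an infection as the cause. Against vehicle the list had a median of -0.63 with INT-787 (camera 2.1e-06, fry 0.00033, estimated correlation 0.13). With OCA it had 0.27 (camera 0.037, fry 0.097, estimated correlation 0.51), so a rise with OCA may add to the gap. For the fall with INT-787, less inflammation in the livers or a direct effect of the drug on these genes are open hypotheses that the counts do not separate.

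Genes from among those with the largest changes outside the paper's figures are given with the adjusted p of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in parentheses. *Ptgds* changed by 7.67 with INT-787 (9.5e-14), 5.69 with OCA (1.4e-10), and 1.99 between the drugs (0.00025), with 0.738 ± 0.410 CPM with vehicle, 41.3 ± 18.2 with OCA, and 164 ± 143 with INT-787. It was higher in 9 of 9 INT-787 mice and 9 of 9 OCA mice than in every vehicle mouse. *Akr1b7* rose by 3.86 with INT-787 (1.4e-09) and 2.58 with OCA (1.3e-05). *Tmprss4* changed by 3.59 with INT-787 (1.9e-12), 1.88 with OCA (3.2e-06), and 1.70 between the drugs (8.2e-06). *Dnah1* changed by 3.23 with INT-787 (6.0e-13), 2.11 with OCA (3.4e-08), and 1.12 between the drugs (0.00025). *Serpina1e* changed by -4.35 with INT-787 (3.0e-11) and -2.70 with OCA (2.2e-07), and as a member of a family of near-identical genes it may share reads with its copies. *Cidea* changed by -2.14 with OCA (0.00045) and -2.10 with INT-787 (0.00021), with a direct difference of 0.035 (0.98).

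Between the drugs, *Marco* was higher with INT-787 by 2.63 (0.037), but this rested on INT-787 replicate 8 with 68.2 CPM and replicate 5 with 36.7. Without replicate 8 the difference was 1.62 (adjusted p = 0.19), and 8 other fits without 1 mouse lost the call, as did DESeq2 with 2 groups per fit, limma-voom, robust estimation, 2 groups per fit, and the sample number set (range over the alternatives 0.020 to 0.42). *Cyp4a12b*, whose reads may be shared with its near-identical copies, differed by 1.99 (0.030), and the call was lost in 6 fits without 1 mouse, for instance at 1.69 (adjusted p = 0.075) without INT-787 replicate 1, and with robust estimation, 2 groups per fit, and the sample number set (0.013 to 0.068). *Sprr1a* differed by -2.58 (1.5e-06), *Fgl1* by -2.34 (1.0e-09), *Mt2* by -2.10 (0.00035), and *Eln* by -1.96 (4.3e-05), with 9, 9, 9, and 9 of 9 INT-787 mice below every OCA mouse. *Eln* is also in the extracellular matrix list, and *Mt2* has a similar copy, *Mt1*. Median library totals were 16017276 with OCA and 14777433 with INT-787, and no further technical or biological explanation was tested for these genes.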

How the results depend on the processing

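All alternatives in this part were set at the start, and the tests in it were not chosen after the results were seen. The main values are 2469 genes changed by INT-787, 830 by OCA, and 677 that differed between the drugs. In this order the counts were 2487, 770, and 672 with DESeq2's size factors, 2557, 780, and 708 with upper-quartile normalization, 2453, 773, and 612 without a filter, 1765, 693, and 501 with at least 10 counts in every mouse, 2699, 948, and 891 with DESeq2, 2689, 954, and 893 with its shrunken fold changes, 2764, 891, and 911 with DESeq2 on 2 groups per fit, 2493, 851, and 663 with limma-voom, 2466, 814, and 673 with robust estimation, 2506, 661, and 575 with 2 groups per fit, 2710, 807, and 654 with the sample number set, and 2933, 1147, and 926 with 1 surrogate variable. These stayed within 1.5 times of the main counts, and so did the genes changed by both drugs and the ratio of the counts. The correlation of the fold changes moved by less than its jackknife error of 0.109. DESeq2, the tool the paper names, included 2438 of the 2469, 811 of the 830, and 677 of the 677 genes.

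Counts thinned at random to the smallest library total gave 1003, 423, and 253 genes and 306 genes changed by both drugs, where 8117 genes could be tested, and the list counts between the drugs were 2 for FXR signaling and 1 for lipid metabolism, with 0 genes of the stellate cell list changed by OCA. An adjusted p of at most 0.01 gave 1334, 435, and 247 genes and 350 genes changed by both drugs, with 0 genes of the FXR signaling list and 0 of the lipid metabolism list between the drugs and 0 of the stellate cell list with OCA. An absolute log2 fold change of at least 1 gave 363, 154, and 134 genes and 114 genes changed by both drugs. It left 6 FXR signaling genes with INT-787 and 0 between the drugs, 3 lipid metabolism genes with INT-787, 3 with OCA, and 1 between the drugs, and 7 stellate cell genes with INT-787, 0 with OCA, and 7 between the drugs. Fewer counts, a stricter threshold, and a minimum effect each allow fewer calls by construction, which does not cover the 2 FXR signaling genes between the drugs with thinned counts, whose cause was not tested. At an unadjusted p under 0.05, with all counts, 6 FXR signaling genes and 4 lipid metabolism genes differed between the drugs and 3 stellate cell genes changed with OCA.

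The FXR signaling genes that differed between the drugs, 1 in the main result, were 2 with DESeq2's size factors, 3 with DESeq2, 3 with its shrunken fold changes, 5 with DESeq2 on 2 groups per fit, 2 with limma-voom, 0 with 2 groups per fit (6 had an unadjusted p under 0.05 in the main result), 2 with the sample number set, and 3 with 1 surrogate variable, and the cause was not tested. With 2 groups per fit, 1 lipid metabolism gene differed between the drugs, and the cause was not tested. With the sample number set, OCA changed 2 stellate cell genes, and with 1 surrogate variable it changed 8 lipid metabolism genes, and the cause was not tested. At least 10 counts in every mouse left 4 FXR signaling genes and 0 stellate cell genes changed by OCA (3 of the latter had an unadjusted p under 0.05 in the main result), since it removed *Slc22a7*, *Slc2a4*, *Slc51b*, *Cyp8b1*, and *Mmp13* before testing. Of the 31 lists, camera called 12 with INT-787, 11 with OCA, and 16 between the drugs, fry 16, 9, and 10, and camera with an estimated correlation 1, 2, and 4. Why fry differs from camera was not tested. The last does not take the genes of a list as nearly independent, and under it the fall of the stellate cell list with INT-787 (median -1.01) had an adjusted p of 0.13.

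Across the 28 fits that each left out 1 mouse, the genes changed ranged from 2116 to 2733 with INT-787, from 666 to 936 with OCA, and from 443 to 888 between the drugs. The value of 443 is that without OCA replicate 8, and 888 that without OCA replicate 3. The ratio of the first 2 counts ranged from 2.64 to 3.74, the genes changed by both drugs from 535 to 763, and the correlation from 0.662 to 0.777. FXR signaling genes ranged from 13 to 14 with INT-787, 8 to 9 with OCA, and 0 to 3 between the drugs, with 0 without INT-787 replicate 1, INT-787 replicate 7, or OCA replicate 6, 3 without vehicle replicate 10, and 2 in 7 other fits. Lipid metabolism genes ranged from 9 to 11, 5 to 6, and 1 to 3, with 1 in 7 fits and 3 without OCA replicate 9. Stellate cell genes ranged from 10 to 13, 0 to 1, and 8 to 11, with 0 changed by OCA without vehicle replicate 1, vehicle replicate 8, OCA replicate 1, or OCA replicate 6. Lists called by camera ranged from 12 to 14, 9 to 13, and 13 to 16. The median of the stellate cell list ranged from -1.08 to -0.89 with INT-787, -0.026 to 0.27 with OCA, and -1.12 to -0.88 between the drugs, and with OCA it changed sign without OCA replicate 8.

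For single genes, 1912 of 2042 values under the alternatives kept their direction and their side of the threshold, 62 lost the call, 58 gained one, and 10 changed sign. The sign changed for *Dlec1* with INT-787 under DESeq2 (0.042), its shrunken fold changes (0.029), and DESeq2 with 2 groups per fit (0.027), and for *Gm20721* with OCA under the same (0.28, 0.22, and 0.26). Without vehicle replicate 5, the mouse with opposite-strand counts, these were 0.017 and 0.32. *Acta2* with OCA was 0.049 with limma-voom, and with thinned counts *Col5a2* was -0.022 and *Adam10* 0.049 with OCA, and the cause was not tested. Of 4228 values without 1 mouse, 4100 kept direction and side, 67 lost the call, 43 gained one, and 18 changed sign. With OCA, where these genes are near no change, *Fasn* ranged from -0.10 to 0.077, *Acta2* from -0.18 to 0.19, *Col1a2* from -0.026 to 0.34, *Col3a1* from -0.068 to 0.28, *Col5a1* from -0.013 to 0.19, *Col5a2* from -0.10 to 0.26, *Col6a1* from -0.016 to 0.33, and *Col6a2* from -0.026 to 0.38. *Dlec1* with INT-787 ranged from -5.73 to 0.017 and *Gm20721* with OCA from -4.24 to 0.32. The collagen genes turned negative without OCA replicate 8 and *Col5a1* also without OCA replicate 1, *Acta2* turned positive without vehicle replicate 10, and *Fasn* was positive in 8 fits.

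Over the 3 groups the replicate numbers did not consistently pair the mice. The correlation of the deviations from the group means between mice with the same number ranged from -0.244 to 0.429 over 27 pairs (median 0.0772), and 11 pairs were above 0.1. Between OCA and INT-787, replicates 1 to 5 had 0.148 to 0.368 and replicate 9 had 0.353. Replicates 6, 7, and 8 had 0.0772, -0.195, and -0.0794. Pairing of some OCA and INT-787 mice is thus not excluded. With the replicate number as a block the counts were 2417, 868, and 677 genes, 3 FXR signaling genes differed between the drugs, and *Acta2* with OCA was 0.23. The genes changed under the block include 2122, 690, and 564 of those in the main result. Under the block 135 of 151 single-gene values kept direction and side. No longer past the threshold under it were *Sqle*, *Col6a1*, and *Tgfb1* with INT-787, *Marco* between the drugs, and *Dlec1*, *Gm20721*, and *Mmp11* with both drugs. Newly past the threshold under it were *Lrp1* and *Mcam* with INT-787, *Apoa5* with OCA (0.36, adjusted p = 0.045), and *Slc51b* and *Abcb4* between the drugs. For sets of neighbouring sample numbers, 13 of 25 pairs had a correlation above 0.1 (median 0.105).

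Depth limits the results for genes with low counts. Vehicle replicate 6 had 1009593 counts, and thinning every mouse to this total left 8117 of the 12580 genes to test. Genes that failed a filter have no value under it, such as *Slc51a*, which had 296 counts over all mice and was not tested.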

Differences from the paper's values

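The check of the logarithm in this part was chosen only after the values were seen. The paper's text gives 2063 genes changed by INT-787, 728 by OCA, and a ratio near 3. These differ by less than 1.5 times from the 2469, 830, and 2.97 found here. DESeq2, the tool the paper names, gave 2699 and 948 genes, or 2764 and 891 with 2 groups per fit. These numbers lie further from those of the paper, and the cause was not tested. The values below are those shown in Figs 6 to 8. The axes of these figures are labelled Log2, and the paper's values were read by eye. Of 45 values read, 26 differed by more than the standard error on the log2 scale. Many are nearer to the natural logarithm of the fold changes found here. Within the standard error were 3 of 21 values of Fig. 6 as log2 and 17 as natural logarithms, 8 and 3 of 9 values of Fig. 7, and 8 and 15 of 15 values of Fig. 8. DESeq2 with shrunken fold changes, an alternative set before the data were examined, brought 39 of the 45 values within the error on the log2 scale, upper-quartile normalization brought 26, and the other alternatives with a value for all 45 brought 19 to 22. At least 10 counts in every mouse brought 21 of its 36 values within the error, and thinned counts 21 of 39. Both scales are therefore given for Figs 6 and 8.

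For 5 values, none of the alternatives set before the data were examined closed the gap on the log2 scale. *Slc51b* with OCA had 2.68 (1.85 as a natural logarithm) against the paper's about 1.8 in Fig. 6A, read by eye. *Cyp7a1* with OCA had -2.54 (-1.76 as a natural logarithm) against the paper's about -1.2 in Fig. 6A, read by eye. *Nr0b2* with INT-787 had 1.62 (1.12 as a natural logarithm) against the paper's about 1.1 in Fig. 6B, read by eye. *Cyp7a1* with INT-787 had -2.28 (-1.58 as a natural logarithm) against the paper's about -1.1 in Fig. 6B, read by eye. *Timp1* with INT-787 had -1.71 (-1.19 as a natural logarithm) against the paper's about -1.2 in Fig. 8B, read by eye.

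For the next 8 values, DESeq2 with shrunken fold changes closed the gap, and none of the other alternatives set before the data were examined did. *Slc22a7* with OCA had 2.02 (1.4 as a natural logarithm) against the paper's about 1.4 in Fig. 6A, read by eye, and 1.34 with that setting. *Slc2a4* with OCA had 1.38 (0.96 as a natural logarithm) against the paper's about 0.86 in Fig. 6A, read by eye, and 1.02 with that setting. *Nr0b2* with OCA had 1.17 (0.81 as a natural logarithm) against the paper's about 0.78 in Fig. 6A, read by eye, and 0.97 with that setting. *Cyp8b1* with OCA had -4.11 (-2.85 as a natural logarithm) against the paper's about -1.1 in Fig. 6A, read by eye, and -1.24 with that setting. *Slc22a7* with INT-787 had 2.33 (1.62 as a natural logarithm) against the paper's about 1.6 in Fig. 6B, read by eye, and 1.58 with that setting. *Slc2a4* with INT-787 had 1.36 (0.94 as a natural logarithm) against the paper's about 0.85 in Fig. 6B, read by eye, and 1.00 with that setting. *Cyp8b1* with INT-787 had -4.28 (-2.97 as a natural logarithm) against the paper's about -1.1 in Fig. 6B, read by eye, and -1.26 with that setting. *Mmp13* with INT-787 had -1.45 (-1.0 as a natural logarithm) against the paper's about -1 in Fig. 8B, read by eye, and -1.19 with that setting.

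Other settings set before the data were examined closed the gap for the following values. *Srebf1* with OCA had 0.43 (0.30 as a natural logarithm) against the paper's about 0.3 in Fig. 6A, read by eye. Upper-quartile normalization (0.40), DESeq2 with shrunken fold changes (0.39), DESeq2 with 2 groups per fit (0.42), limma-voom (0.42), the replicate block (0.41), the sample number set (0.41), and thinned counts (0.40) closed this gap, as did the fits without OCA replicates 2 and 6 and vehicle replicates 4, 7, and 10, and no other alternative did. *Pck1* with INT-787 had 0.95 (0.66 as a natural logarithm) against the paper's about 0.68 in Fig. 6B, read by eye. Upper-quartile normalization (0.90), DESeq2 with shrunken fold changes (0.77), and thinned counts (0.91) closed this gap, as did the fits without vehicle replicates 5, 8, and 9 and INT-787 replicates 6 and 9, and no other alternative did. *Slc27a5* with INT-787 had 0.61 (0.42 as a natural logarithm) against the paper's about 0.45 in Fig. 6B, read by eye. Upper-quartile normalization (0.55) and DESeq2 with shrunken fold changes (0.57) closed this gap, and no other alternative did. *Fasn* with INT-787 had 0.72 (0.50 as a natural logarithm) against the paper's about 0.48 in Fig. 6B, read by eye. Upper-quartile normalization (0.66), DESeq2 with shrunken fold changes (0.60), limma-voom (0.65), the replicate block (0.63), the sample number set (0.59), 1 surrogate variable (0.63), and thinned counts (0.65) closed this gap, as did the fits without INT-787 replicates 1, 4, and 7 and vehicle replicates 4 and 5, and no other alternative did. *Apoa5* with INT-787 had 0.49 (0.34 as a natural logarithm) against the paper's about 0.35 in Fig. 6B, read by eye. Upper-quartile normalization (0.43), at least 10 counts in every mouse (0.46), DESeq2 with shrunken fold changes (0.45), and thinned counts (0.47) closed this gap, as did the fits without vehicle replicates 1, 2, 5, 8, and 9 and INT-787 replicates 4, 8, and 9, and no other alternative did. *Abcb4* with INT-787 had 0.37 (0.26 as a natural logarithm) against the paper's about 0.25 in Fig. 6B, read by eye. Upper-quartile normalization (0.31), at least 10 counts in every mouse (0.34), the replicate block (0.34), 1 surrogate variable (0.33), and thinned counts (0.34) closed this gap, as did the fits without INT-787 replicates 1 and 7, and no other alternative, DESeq2 with shrunken fold changes included, did. *G6pc* with INT-787 had -0.97 (-0.67 as a natural logarithm) against the paper's about -0.63 in Fig. 6B, read by eye. The gap in *G6pc* was closed by DESeq2 with shrunken fold changes (-0.71) and by the fits without vehicle replicate 4 and INT-787 replicate 5, and by no other alternative.

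The same holds for the last values. *Scarb1* with OCA had 1.09 against the paper's about 1 in Fig. 7A, read by eye. All alternatives set at the start closed this gap (1.04 to 1.09) except limma-voom, robust estimation, and the sample number set, as did the fits without OCA replicates 1, 2, 3, 4, and 7, vehicle replicates 2, 5, and 10, and INT-787 replicate 9, while the other 19 fits without 1 mouse did not. *Col3a1* with INT-787 had -1.28 (-0.89 as a natural logarithm) against the paper's about -1 in Fig. 8B, read by eye. The gap in *Col3a1* was closed by DESeq2 with shrunken fold changes (-1.05) and by the fits without vehicle replicate 1 and INT-787 replicate 8, and by no other alternative. *Col5a2* with INT-787 had -1.29 (-0.90 as a natural logarithm) against the paper's about -1 in Fig. 8B, read by eye. The gap in *Col5a2* was closed by DESeq2 with shrunken fold changes (-1.05) and by the fits without vehicle replicate 1 and INT-787 replicate 8, and by no other alternative. *Acta2* with INT-787 had -1.15 (-0.80 as a natural logarithm) against the paper's about -0.87 in Fig. 8B, read by eye. DESeq2 with shrunken fold changes (-0.90), limma-voom (-1.06), the replicate block (-0.84), the sample number set (-1.07), 1 surrogate variable (-1.05), and thinned counts (-0.80) closed this gap, as did the fits without INT-787 replicate 5 and vehicle replicate 10, and no other alternative did. *Col1a1* with INT-787 had -1.25 (-0.86 as a natural logarithm) against the paper's about -0.9 in Fig. 8B, read by eye. The gap in *Col1a1* was closed by DESeq2 with shrunken fold changes (-0.88) and by the fits without vehicle replicate 1 and INT-787 replicate 8, and by no other alternative. *Col1a2* with INT-787 had -1.11 (-0.77 as a natural logarithm) against the paper's about -0.85 in Fig. 8B, read by eye. DESeq2 with shrunken fold changes (-0.89) and the replicate block (-1.07) closed this gap, as did the fits without vehicle replicate 1 and INT-787 replicates 3, 8, and 9, and no other alternative did.

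The paper also marks as changed some genes that did not pass the threshold here by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Fig. 6B labels *Ugt2b1* as lowered by INT-787, where the change was -0.46 (adjusted p = 0.066). It was called by upper-quartile normalization, at least 10 counts in every mouse, DESeq2 with 2 groups per fit, 2 groups per fit, and thinned counts, and without INT-787 replicate 3 and OCA replicate 8. Fig. 7B labels *Lrp1* as raised by INT-787, where it was 0.48 (adjusted p = 0.051). It was called by DESeq2, DESeq2 with shrunken fold changes, DESeq2 with 2 groups per fit, limma-voom, the sample number set, and 1 surrogate variable, with the replicate number as a block, and without vehicle replicates 1, 2, 3, and 6, OCA replicates 2 and 8, and INT-787 replicates 8 and 9. Fig. 8B labels *Col6a2* and *Mcam* as lowered by INT-787, where they had -0.69 (adjusted p = 0.067) and -0.43 (adjusted p = 0.056). *Col6a2* was called by upper-quartile normalization, DESeq2 with 2 groups per fit, limma-voom, 2 groups per fit, the sample number set, and thinned counts, and without INT-787 replicate 1, vehicle replicate 3, and OCA replicate 8. *Mcam* was called by DESeq2's size factors, upper-quartile normalization, at least 10 counts in every mouse, DESeq2, DESeq2 with shrunken fold changes, DESeq2 with 2 groups per fit, the sample number set, and 1 surrogate variable, with the replicate number as a block, and without INT-787 replicates 2 and 4, OCA replicate 3, and vehicle replicates 4, 5, and 10. Fig. 8A labels *Mcam* as lowered by OCA, where it was -0.43 (adjusted p = 0.11), and no setting called it.

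In other cases the result here goes beyond or against what the paper states. *Mmp13* is not labelled for OCA in Fig. 8A, and it fell by 0.70 with OCA on the log2 scale (adjusted p = 0.026), a call that was lost without vehicle replicate 1 (-0.61, adjusted p = 0.062), vehicle replicate 8, OCA replicate 1, or OCA replicate 6. *Slc51b* is labelled for OCA and not for INT-787 in Fig. 6, and it rose by 3.31 with INT-787 (adjusted p = 1.4e-12), against 2.68 with OCA, with a direct difference of 0.63 (adjusted p = 0.052) that passed the threshold under DESeq2 in its 3 forms, limma-voom, and several other settings (range 0.0019 to 0.071). The paper ranks the rise of *Shp* (*Nr0b2*) with INT-787 above that with OCA, and the direct difference was 0.45 (adjusted p = 0.18), which passed the threshold only with DESeq2 on 2 groups per fit (0.0496, range over the alternatives 0.0496 to 0.22).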

Other observations

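The test of fewer stellate cells was chosen only after the results were seen, and the other tests in this part were not. To see how many genes chance alone gives, the mice of each comparison were split at random into groups of the same sizes. With the real split included, 1 of 100 splits gave as many genes as the real INT-787 and vehicle groups (2469), with 588 as the highest of the others. For OCA and vehicle it was 1 of 100 (830, next 355), and for the drugs 1 of 100 (677, next 45).

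INT-787 changed more genes than OCA, and 3 explanations were tested. A larger spread between the OCA mice could hide changes. The median SD of log2 CPM was 0.267 with OCA, 0.258 with INT-787, and 0.312 with vehicle. Leaving out 1 OCA mouse gave at most 936 genes with OCA, against 2733 with INT-787 in the same fit. That fit uses 1 estimate of the spread for both drugs, so it cannot show whether spread hid changes of OCA alone. With only the 2 groups compared in each fit, the ratio of the numbers was 3.79, so separate estimates did not narrow the gap. Unequal library sizes are argued against by the counts thinned to one total, where the ratio of the numbers was 2.37. The last explanation is that OCA gives the same response at a smaller size. Genes were chosen in replicates 1 to 5 and their changes measured in the other mice, so that the choice does not favor the drug it was made for. Genes chosen for INT-787 kept 49.9% of their change under OCA, whereas genes chosen for OCA had 83.2% as large a change under OCA as under INT-787. With the genes chosen in replicates 6 up, the values were 57.0% and 85.7%. A single factor between the drugs would give equal shares, so a smaller response of the same shape is not the whole difference, and a hypothesis that stays open is that part of the INT-787 response is not shared by OCA at this dose.

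GC content and gene length were tested as a source of the calls. After removing each library's trend on both, 2991 genes changed with INT-787, 1071 with OCA, and 949 between the drugs, which include 2431, 803, and 661 of the original calls, so these trends do not account for the calls as a whole.

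The fall of the stellate cell genes of Fig. 8 with INT-787 against OCA could come from fewer stellate cells or from lower expression in them. A list of 12 quiescent stellate cell genes, all 12 expressed in this tissue and 0 labelled in the figures, had a median of -0.13 between the drugs (camera 0.46, fry 0.43, estimated correlation 0.81), with *Dcn* (344 CPM with OCA, 269 with INT-787) and *Reln* (130.1 and 123) as the most abundant. The score of the Fig. 8 list differed by -0.868 beyond that of the quiescent list (2-sided exact permutation test on 9 and 9 mice, p = 4.1e-05, the smallest p this test can give). This argues against an equal loss of quiescent and activated stellate cells as the whole cause. The quiescent list does not count activated cells, so fewer activated cells and lower activation both stay open as hypotheses. With INT-787 against vehicle, the quiescent list score differed by -0.22 (2-sided exact permutation test, p = 0.038). The Fig. 8 list differed by -0.68 beyond it (same test, p = 6.5e-05). The 14 genes of Fig. 8 were chosen by the paper on the same mice, which favors a larger fall in that list.

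The circadian clock list had a median of 0.47 with INT-787 (camera 0.053, fry 0.0023, estimated correlation 0.31) and 0.31 with OCA (camera 0.0053, fry 0.0011, estimated correlation 0.13). The genes of its positive arm that were tested, *Arntl* and *Clock*, had a median of -0.477 with INT-787 and -0.346 with OCA, and 0 of the 2 rose, nor did either pass the threshold with either drug, while the 7 genes of the other arm had medians of 0.48 and 0.457 and all 7 rose with both drugs. The opposite movement is what another time of day at collection would give, so a difference in the time when vehicle and treated livers were taken may lie behind it, and an effect of the drugs on the clock stays open as well. The labels and the paper do not give the time of day per mouse.

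Galectin-3, measured by the paper as protein, is encoded by *Lgals3*. Its mRNA had 104 ± 27.1 CPM with vehicle, 91.8 ± 22.5 with OCA, and 41.8 ± 11.3 with INT-787, with log2 fold changes of -1.31 (adjusted p = 3.8e-07) with INT-787, -0.17 (adjusted p = 0.64) with OCA, and -1.13 (adjusted p = 4.6e-05) between the drugs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Reck*, named in the paper's discussion, had 3.12 ± 0.748 CPM with vehicle, 4.90 ± 0.994 with OCA, and 6.39 ± 0.944 with INT-787, with 1.04 (adjusted p = 1.1e-06) with INT-787, 0.66 (adjusted p = 0.0018) with OCA, and 0.38 (adjusted p = 0.097) between the drugs. The latter passed the threshold with 1 surrogate variable (adjusted p = 0.031, range over the alternatives 0.031 to 0.15) and without OCA replicate 8 (0.46, adjusted p = 0.045). *Adam10* had -0.35 (adjusted p = 0.0048) with INT-787, -0.14 (adjusted p = 0.42) with OCA, and -0.21 (adjusted p = 0.19) between the drugs, and its call with INT-787 was lost with thinned counts (adjusted p = 0.11, range 0.0011 to 0.11). *Adam17* had -0.17 (adjusted p = 0.18) with INT-787 and 0.068 (adjusted p = 0.77) with OCA, and its exons overlap opposite-strand exons over 311 bp.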
